# Ataxin-2, Twenty-four, and Dicer-2 are components of a noncanonical cytoplasmic polyadenylation complex

**DOI:** 10.26508/lsa.202201417

**Published:** 2022-09-16

**Authors:** Hima Priyanka Nadimpalli, Tanit Guitart, Olga Coll, Fátima Gebauer

## Abstract

Cytoplasmic polyadenylation is a mechanism to promote mRNA translation in a wide variety of biological contexts. A canonical complex centered around the conserved RNA-binding protein family CPEB has been shown to be responsible for this process. We have previously reported evidence for an alternative noncanonical, CPEB-independent complex in *Drosophila*, of which the RNA-interference factor Dicer-2 is a component. Here, we investigate Dicer-2 mRNA targets and protein cofactors in cytoplasmic polyadenylation. Using RIP-Seq analysis, we identify hundreds of potential Dicer-2 target transcripts, ∼60% of which were previously found as targets of the cytoplasmic poly(A) polymerase Wispy, suggesting widespread roles of Dicer-2 in cytoplasmic polyadenylation. Large-scale immunoprecipitation revealed Ataxin-2 and Twenty-four among the high-confidence interactors of Dicer-2. Complex analyses indicated that both factors form an RNA-independent complex with Dicer-2 and mediate interactions of Dicer-2 with Wispy. Functional poly(A)-test analyses showed that Twenty-four and Ataxin-2 are required for cytoplasmic polyadenylation of a subset of Dicer-2 targets. Our results reveal components of a novel cytoplasmic polyadenylation complex that operates during *Drosophila* early embryogenesis.

## Abstract (precis)

Identification of components of a noncanonical cytoplasmic polyadenylation machinery in *Drosophila* expands the diversity of RNA-binding proteins involved in poly(A) tail length control.

## Introduction

Changes in poly(A) tail length chiefly contribute to the stability and translation of mRNA (Passmore & Coller, 2021). Poly(A) tail elongation has been shown to promote translation in biological contexts as diverse as oocyte maturation, early embryonic development, neuronal plasticity, bone formation, cell proliferation, senescence, inflammation, metabolism, circadian gene expression, hibernation, and cancer (reviewed in Kojima et al [2012], D’Ambrogio et al [2014], Ivshina et al [2014], Grabek et al [2015], Kozlov et al [2021], Gewartowska et al [2021]). This process is typically controlled by the cytoplasmic polyadenylation element–binding (CPEB) family of proteins, which bind to U-rich cytoplasmic polyadenylation elements (CPEs) in the 3′ UTR of transcripts (Ivshina et al, 2014). Depending on sequence context and CPEB phosphorylation status, CPEBs can nucleate the formation of regulatory complexes that lead to either activation or repression of translation by balancing interactions of CPEB-associated factors with the mRNA cap and poly(A) tail (Piqué et al, 2008; Villalba et al, 2011; Fernández-Miranda & Mendez, 2012; Charlesworth et al, 2013; Ivshina et al, 2014). For example, phosphorylated CPEB1 recruits the cytoplasmic poly(A) polymerase Gld-2 to promote mRNA polyadenylation and translation, whereas unphosphorylated CPEB1 recruits silencing proteins that maintain the poly(A) tail short and the mRNA cap blocked.

CPEBs are highly conserved from humans to *Aplysia* (Ivshina et al, 2014). In *Drosophila*, the CPEB proteins Orb and Orb2 associate with the Gld-2 homolog Wispy to promote cytoplasmic polyadenylation (Cui et al, 2013; Norvell et al, 2015; reviewed in Kozlov et al [2021]). However, CPEB-independent cytoplasmic polyadenylation activities also exist in this organism, as well as poly(A) polymerases other than Wispy (Benoit et al, 2008; Coll et al, 2010; Dufourt et al, 2017). The RNAi-related endoribonuclease Dicer-2 promotes cytoplasmic polyadenylation and translation of *Toll* mRNA in early embryos (Wang et al, 2015; Coll et al, 2018). Dicer-2 associates with structured elements in the 3′ UTR of *Toll* and interacts with Wispy to promote polyadenylation (Coll et al, 2018). The extent of Dicer-2–mediated polyadenylation and the factors that cooperate with Dicer-2 in this endeavor have remained uncharacterized. Here, we perform RNA-immunoprecipitation (RIP) and Dicer-2 pull-downs to identify mRNA targets and cofactors of Dicer-2 in cytoplasmic polyadenylation. We find that Dicer-2 binds to a large number of mRNAs that are also bound by Wispy, suggesting pervasive roles in cytoplasmic polyadenylation. We identify 86 high-confident Dicer-2 protein interactors, most of which are unrelated to RNA interference, suggesting broader functions of Dicer-2 in cell biology. Of these, 21 are RNA-binding proteins, including the translation regulatory factors Twenty-four (Tyf) and Ataxin-2 (Atx2). We show that Tyf and Atx2 form an RNA-independent complex with Dicer-2 and Wispy, and that the Atx2/Tyf complex mediates the interactions of Dicer-2 with Wispy. Both Tyf and Atx2 are involved in cytoplasmic polyadenylation of a subset of Dicer-2 targets. These results reveal the composition of a noncanonical cytoplasmic polyadenylation complex and point to an emerging diversity of polyadenylation regulators beyond CPEB.

## Results and Discussion

### Identification of Dicer-2 mRNA targets

To identify the repertoire of RNAs that are bound by Dicer-2 in *Drosophila melanogaster*, we performed Dicer-2 immunoprecipitation (IP) from early (90 min) embryo extracts followed by RNA sequencing (RIP-Seq) in six biological replicates (see typical IP efficiency in Fig 1A). 

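RIP-Seq measured the RNA recovered on beads coated with αDicer-2 antibody, next to the RNA recovered on beads coated with nonspecific IgG and the RNA of the embryo extract itself, the input. The counts cover 17 libraries, of which 6 are Dicer-2 IPs, 6 are IgG IPs and 5 are inputs. Replicates 2 and 3 share 1 input library, and each other replicate number has its own. Replicates 1 to 3 are called the first library batch here and replicates 4 to 6 the second, after the library numbers in the sample labels. The numbers of replicates 4 to 6 form 1 series. Those of replicates 1 to 3 form 2, 1 for the IPs of replicate 1 and 1 for the other libraries, the input of replicate 1 included. The first batch therefore pools 2 series. The methods name OregonR embryos for RIP-Seq, whereas the library names of replicates 2 and 3 of both IPs and of the inputs of replicates 1 to 3 carry the strain name w1118. The authors sequenced ribo-depleted libraries as 50-bp single-end reads, aligned them with STAR 2.5.2a to the Ensembl release 87 genome and deposited raw counts of reads per gene from htseq-count 0.6.1p1, without normalization. Counted reads ranged from 16798619 to 32330118 in the Dicer-2 IPs (median 24547600), from 10212193 to 21319680 in the IgG IPs (median 13942300) and from 18656505 to 29066223 in the inputs (median 27935299). The median Dicer-2 IP held 17450707 counted reads in the first batch and 31608129 in the second, so that depth and batch run together in this group. All 13120 genes in the count table had counts that sum to at least 2 over the libraries, the minimum that the methods give. Counts were normalized for library size by edgeR's TMM method, whose factors lay between 0.673 and 0.863 for the Dicer-2 IPs, between 1.07 and 1.16 for the IgG IPs and between 1.16 and 1.21 for the inputs. Expression values are given as counts relative to library size (CPM) on this scale. Replicate libraries of the same group differed by more than counting noise, with a chi-square per degree of freedom between 5.19 and 140 over 40 pairs of libraries, so the error of each value is the spread between libraries.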

Parallel pull-downs with nonspecific IgG were carried as negative controls. RNAs significantly associated to Dicer-2 were determined by comparison with matched inputs and with control IgG IPs (Fig 1B and Table S1). 

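Each comparison was tested in all 17 libraries together with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, at the limits on fold and adjusted p-value that the paper gives for its targets. Over input, 1934 genes were enriched in the Dicer-2 IP, 361 of them between 1.5-fold and 2-fold and 1573 above 2-fold, and 2831 genes were lower. Over the IgG IP, 1244 genes were enriched, 527 of them between 1.5-fold and 2-fold and 717 above 2-fold, and 1934 were lower. Which direction had more genes depended on the scaling. With DESeq2 without a fold change prior, 2720 genes were higher and 2380 lower over input, and 1702 and 1683 over the IgG IP. With DESeq2's size factors in edgeR these counts were 2382 and 2299 over input and 1522 and 1547 over the IgG IP. The first library batch alone gave 1653 enriched genes over input and the second gave 2190, of which 1558 were found in both. For the IgG IP comparison the first batch gave 1030 genes and the second gave 1609, with 924 in both. Libraries with the same replicate number resembled each other more than libraries with different numbers. Across 6835 genes, deviations from the group means correlated at 0.643 for a Dicer-2 IP and the input of the same number, against 0.414 for other numbers in the same batch and -0.500 for numbers of the other batch. For a Dicer-2 IP and an IgG IP these values were 0.558, 0.387 and -0.443. With the replicate number as a block, 2718 genes were enriched over input and 1696 over the IgG IP, and 3109 and 1925 genes were lower. The alternative that lowered the counts most among those set before the data were examined was normalization to library size alone, without TMM factors, which left 1126 genes enriched over input and 488 over the IgG IP and shifted the median log2 fold change of all genes by -0.46 in both comparisons.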

We considered RNAs present in the Dicer-2 IP in an excess larger than 1.5-fold in both comparisons, and with a Benjamini-adjusted *P*-value < 0.001. This yielded a total of 1,749 RNAs associated to Dicer-2, the vast majority of which (>98%) were mRNAs (Fig 1C and D). These results agree with the observation that, despite the central role of Dicer in small RNA biogenesis, most Dicer-binding sites in human cells and *Caenorhabditis elegans* reside on mRNAs (Rybak-Wolf et al, 2014). These sites have been called “passive” because their recognition by Dicer does not result in mRNA cleavage. 

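In the fit without a replicate block, 1176 genes were enriched over both input and the IgG IP, and 1095 of these had a higher CPM in every Dicer-2 IP than in any IgG IP or input library, as did 1350 of all genes. With the replicate block 1585 genes were enriched over both, 1174 of them among the 1176. Of the 1176 genes, 1173 are among the 1748 genes of the paper's list that match the count table. The remaining 575 genes of the paper's list all had positive log2 fold changes in both comparisons. For 409 of these the adjusted p-value over the IgG IP was 0.001 or higher, and for 190 the enrichment over the IgG IP did not exceed 1.5-fold. Over input these numbers were 179 and 75. By the gene types of the Ensembl annotation, 1167 of the 1176 genes (99.2%, 95% Wilson confidence interval 98.6 to 99.6%) are protein-coding, 6 are other noncoding RNAs, 2 are snoRNAs and 1 is a pseudogene. Among all genes of the count table, 11474 of 13120 (87.5%) are protein-coding, and among genes with at least 1 CPM, 7071 of 7323 (96.6%) are. With the replicate block the share was 98.8% (98.1 to 99.2%). Of the 1176 genes, 566 were also enriched in the IgG IP over input by the same limits. The 6 genes named next stood highest by the smaller of their 2 log2 fold changes, among genes with every Dicer-2 IP above every other library. FLASH (FBgn0033806, BDGP6 chromosome 2R from 13206745 to 13210469) had 491 ± 191 CPM in the Dicer-2 IP (SD, n = 6), 47.1 ± 6.63 CPM in the IgG IP (SD, n = 6) and 52.6 ± 6.13 CPM in the input (SD, n = 5). Its log2 fold change was 3.22 over input (standard error 0.23, adjusted p = 1.24e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 3.38 over the IgG IP (standard error 0.22, adjusted p = 3.14e-10 from the same test). Exons of other genes on the opposite strand overlap 12.9% of its exon sequence. CG42232, CG30020 and Cdc6 had log2 fold changes of 3.22, 3.16 and 2.94 over input and of 3.10, 3.04 and 3.20 over the IgG IP. The other two are small RNAs with low counts. scaRNA:MeU2-C41 had between 26 and 128 counts in the Dicer-2 IPs, between 2 and 17 in the IgG IPs and between 3 and 27 in the inputs. snoRNA:Me28S-G3113b had between 2 and 13 counts in the Dicer-2 IPs and at most 1 in any other library, at least 2.3-fold higher than a floor of 3 counts in the inputs and at least 1.19-fold higher than that floor in the IgG IPs. Of the 17 fits that each left out 1 library, 1 called this snoRNA over both. From the enrichment over both controls, the paper takes the RNAs of its list, which does not hold this snoRNA, as associated to Dicer-2, and from their types it states that nearly all of them are mRNAs.

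**Figure D1:**
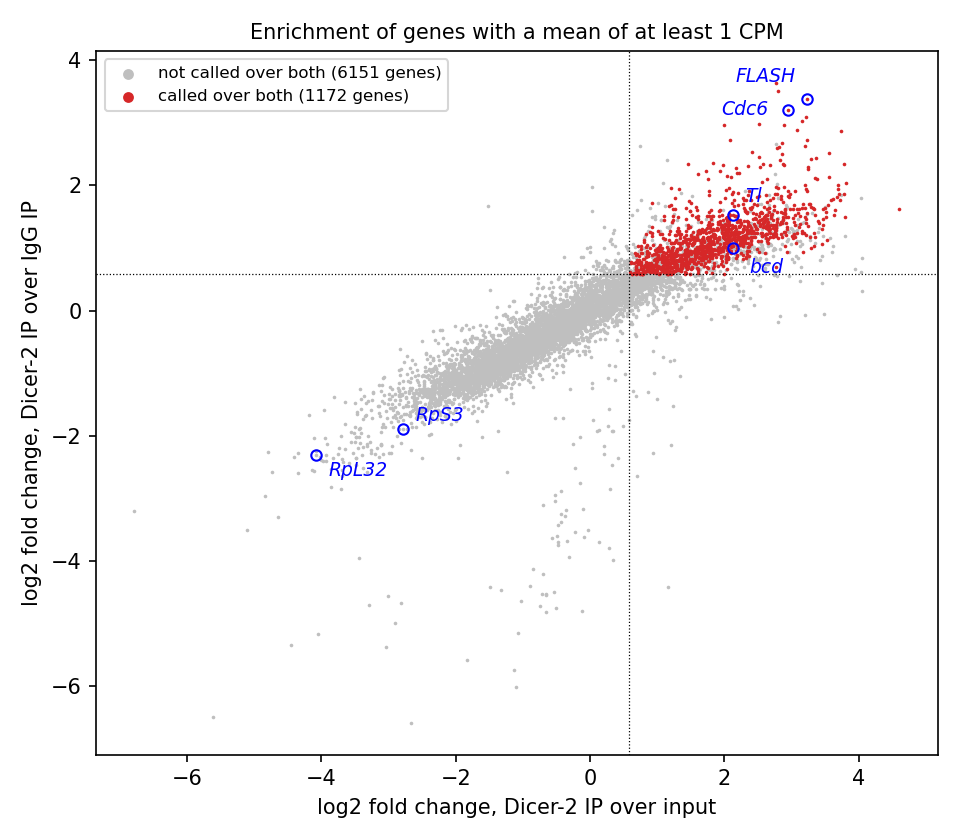
Log2 fold change of the Dicer-2 IP over input (x axis) against that over the IgG IP (y axis) for genes with at least 1 CPM on average, 1 point per gene, with the genes enriched over both in red, other genes in gray and dotted lines at 1.5-fold. FLASH and Cdc6 lie at the upper right, at 3.22 and 3.38 for FLASH, and RpL32 and RpS3 lie at the lower left, at -4.07 and -2.32 for RpL32.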

On average, Dicer-2 mRNA targets contain a higher GC content indicative of increased structure compared with non-targets (Fig 1E).

**Figure 1.**
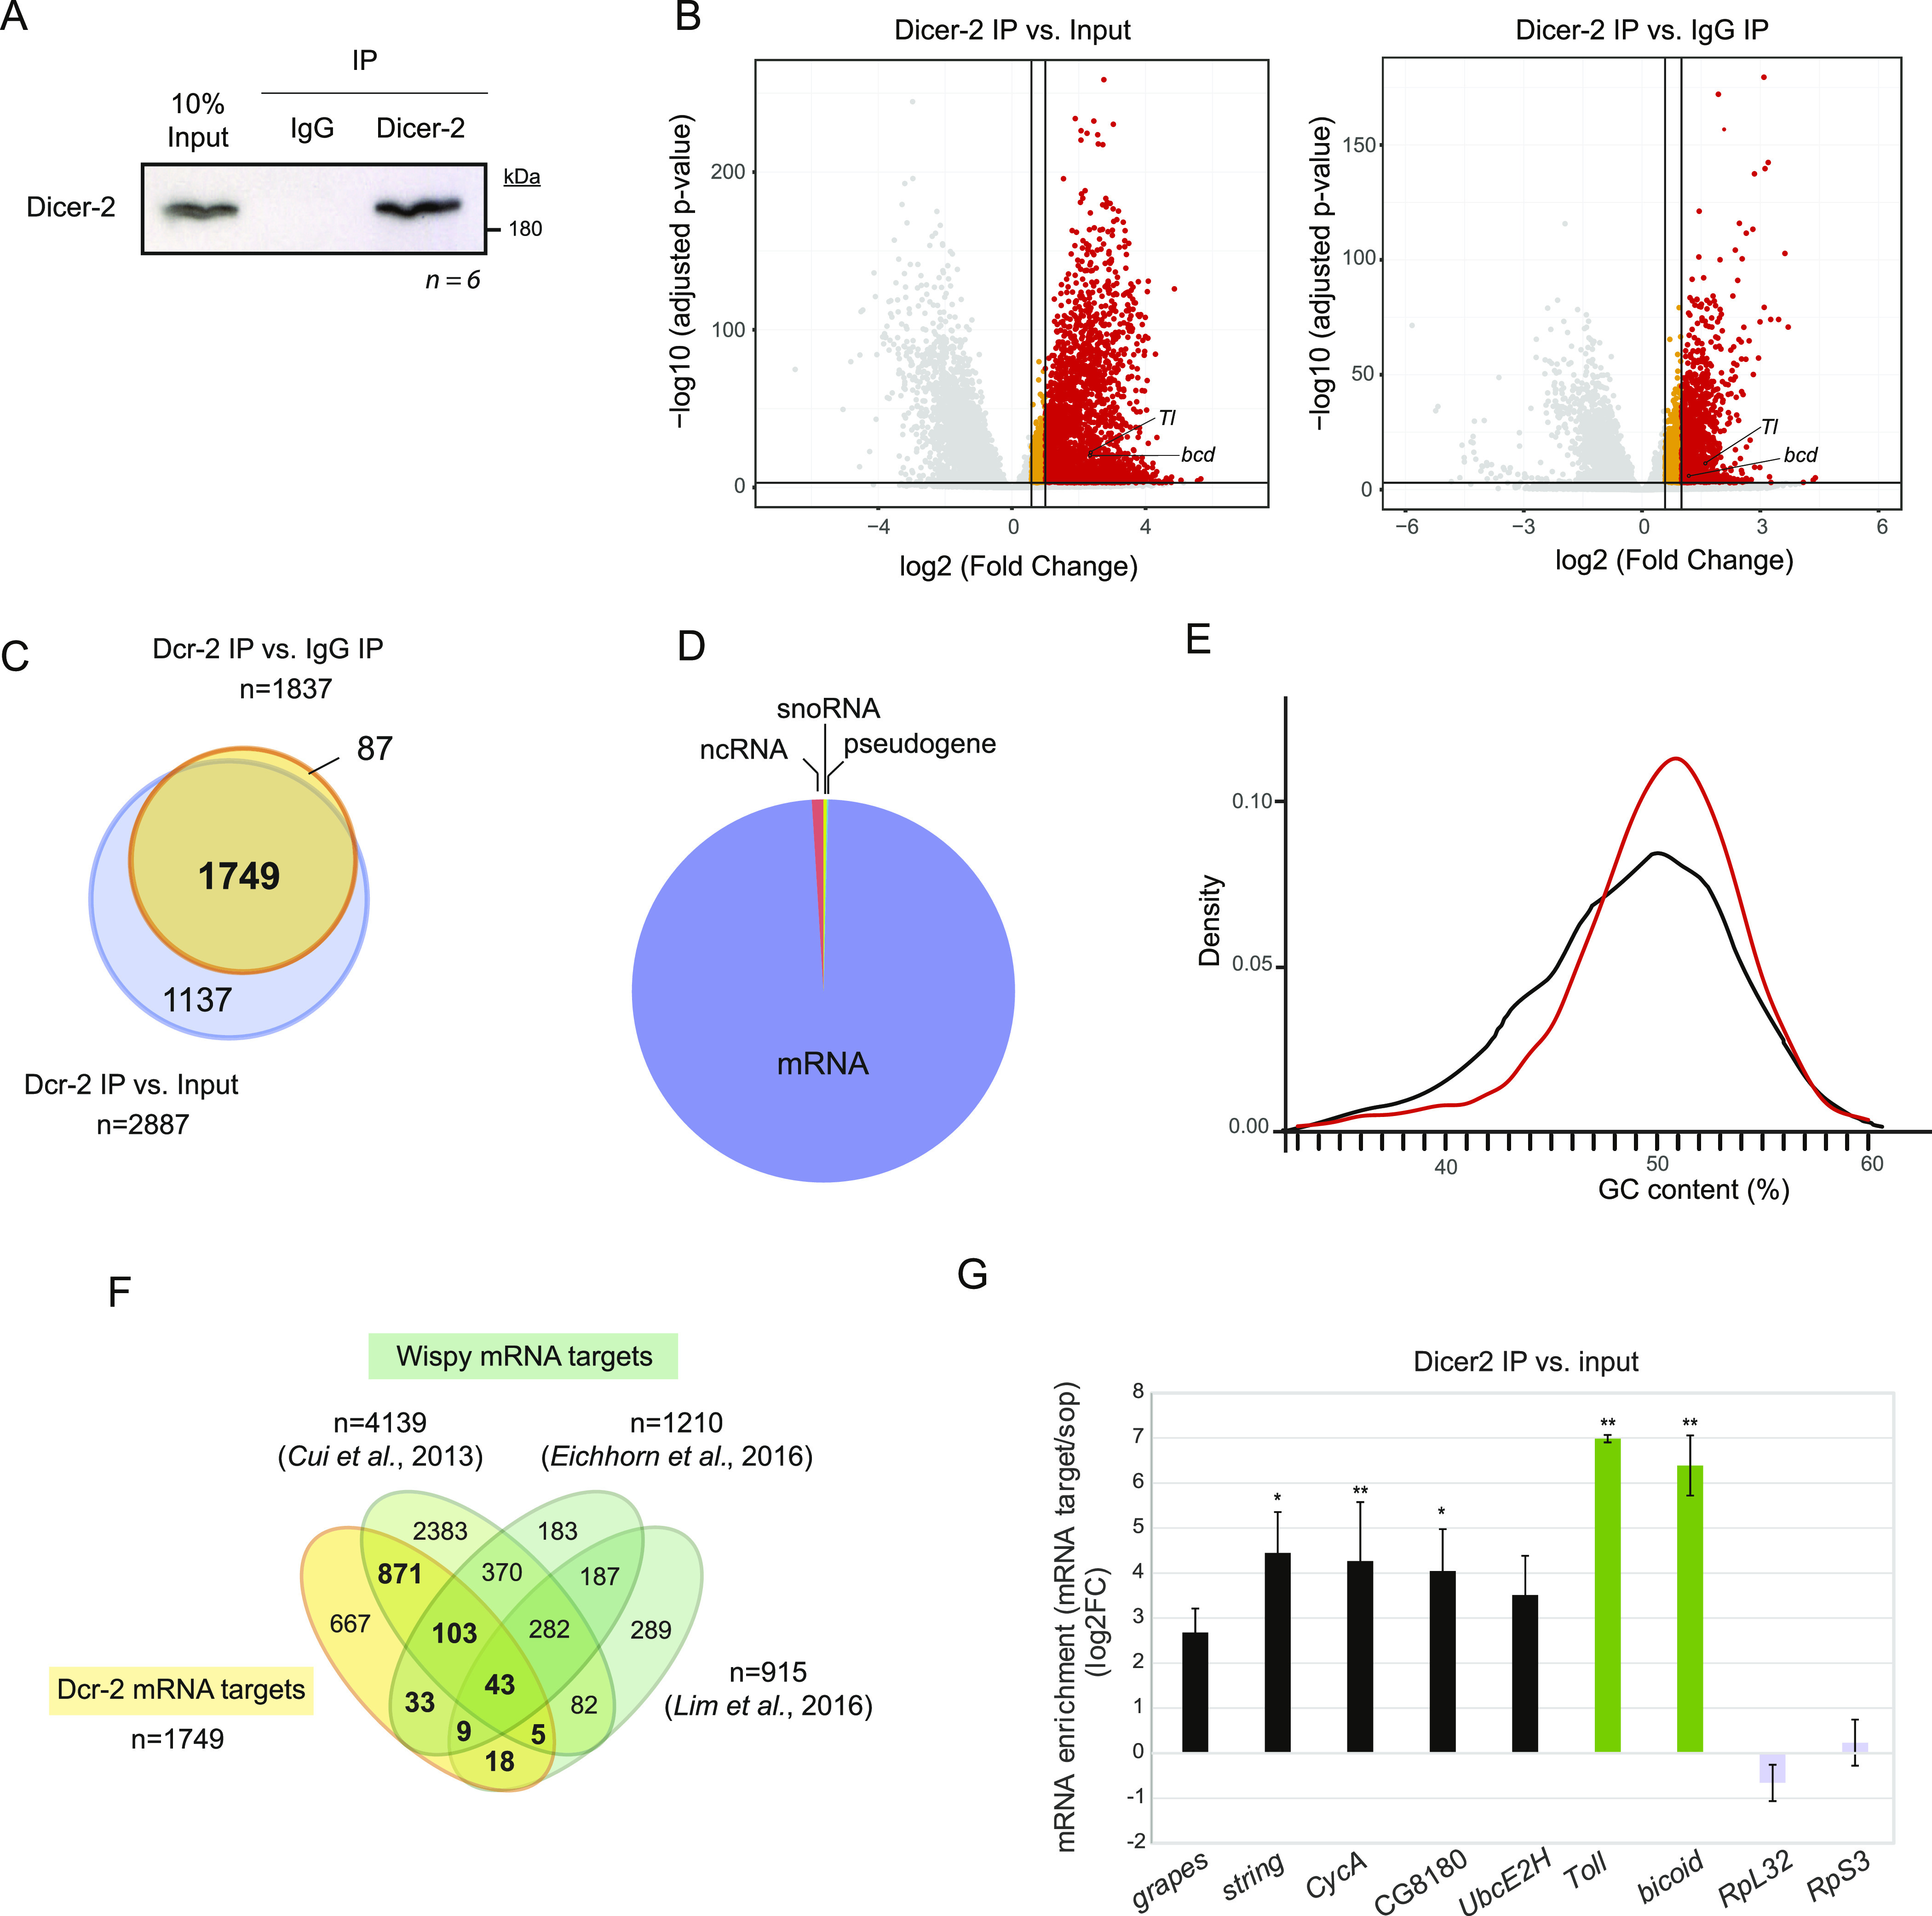
Identification of Dicer-2 mRNA targets. **(A)** Representative image of Dicer-2 immunoprecipitation. IgG, negative control. **(B)** Volcano plots showing RNA enrichment in Dicer-2 IPs with respect to input (*left*) or IgG (*right*). Red, fold enrichment > 2; orange, fold enrichment between 1.5 and 2; gray, not enriched. *Toll* (*Tl*) and *bicoid* (*bcd*) mRNAs are indicated. **(C)** Overlap between the two lists of potential Dicer-2 targets. **(D)** RNA types bound by Dicer-2. **(E)** GC-content of Dicer-2 targets (red) compared with non-targets (black). **(F)** Overlap of Dcr-2 and Wispy mRNA targets reported in three studies. Potential Dicer-2 polyadenylation targets are highlighted in bold. **(G)** Validation of RIP-seq by RT-qPCR. Selected targets of the Dcr-2/Wispy overlap were chosen. The enrichment was normalized to *sop* (*RpS2*), a ribosomal protein mRNA which does not undergo cytoplasmic polyadenylation. *Toll* and *bicoid* mRNAs (green) were used as positive controls, whereas *RpL32* and *RpS3* mRNAs (gray) were used as non-targets. Bar plots represent the average of three biological replicates. Error bars represent SD. Significance was assessed by *t* test (*P < 0.05, **P < 0.01). Source data are available for this figure.

Table S1. Dcr-2 mRNA targets.

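Toll (Tl, FBgn0262473) lies on chromosome 3R of BDGP6 from 26799041 to 26842403 on the forward strand, and no exon of another gene overlaps its exons. Its expression was 1558.4 ± 685 CPM in the Dicer-2 IP (SD, n = 6), 538 ± 78.3 CPM in the IgG IP (SD, n = 6) and 358 ± 89.5 CPM in the input (SD, n = 5). The log2 fold change over input was 2.12 (standard error 0.27, adjusted p = 5.3e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the IgG IP it was 1.53 (standard error 0.24, adjusted p = 2.21e-05 from the same test). Every Dicer-2 IP library was above every IgG IP library (two-sided exact permutation test, p = 0.00216) and above every input library (two-sided exact permutation test, p = 0.00433). These are the smallest p-values possible when libraries are exchanged freely between groups. The tests ignore the pairing by replicate number, and exchanges within pairs could not give p-values this small. With each of the 17 libraries left out in turn, the log2 fold change stayed between 1.95 and 2.27 over input and between 1.36 and 1.68 over the IgG IP. With the replicate number as a block it was 2.17 over input and 1.47 over the IgG IP. The enrichment over the IgG IP was 0.93 (adjusted p = 0.00438 from edgeR's quasi-likelihood test) in the first library batch and 1.97 (adjusted p = 2.3e-09) in the second, and a test of this difference gave an adjusted p of 0.0267 from edgeR's quasi-likelihood test of the interaction of antibody and batch. The exons of Toll span 5198 nt. With an offset for transcript length in each library, chosen after the data were seen, its log2 fold changes fell. Over the IgG IP the value was 0.77 (adjusted p = 0.0154 from edgeR's quasi-likelihood test). Over input it was 0.89 (adjusted p = 0.00545 from the same test), so neither comparison passed the limit of 0.001.

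Bicoid (bcd, FBgn0000166) lies on chromosome 3R from 6755842 to 6759466 on the reverse strand, without exons of other genes over its own. It had 291 ± 97.4 CPM in the Dicer-2 IP (SD, n = 6), 146 ± 68.3 CPM in the IgG IP (SD, n = 6) and 66.7 ± 11.8 CPM in the input (SD, n = 5). Over input the log2 fold change was 2.12 (standard error 0.28, adjusted p = 8.18e-07 from edgeR's quasi-likelihood test), and all Dicer-2 IPs were above all inputs (two-sided exact permutation test, p = 0.00433). Over the IgG IP it was 1.00 (standard error 0.25, adjusted p = 0.00235 from edgeR's quasi-likelihood test), which is above the fold limit and not below the limit of 0.001 on the adjusted p-value. Its Dicer-2 IP was above the IgG IP of the same number in 5 of 6 pairs, and 2 of the 6 Dicer-2 IPs were above every IgG IP (two-sided exact permutation test of the groups, p = 0.0108). The exact tests of bicoid also ignore the pairing by replicate number. With the replicate block the enrichment over the IgG IP was 1.12 (adjusted p = 2.33e-05 from edgeR's quasi-likelihood test), which passes both limits. It was 0.60 (adjusted p = 0.0589) in the first library batch and 1.63 (adjusted p = 2.02e-08) in the second by edgeR's quasi-likelihood test, and the test of this difference gave an adjusted p of 0.0543. Leaving out each library in turn gave between 0.82 and 1.23 over the IgG IP. Bicoid was also higher in the IgG IP than in input, by a log2 fold change of 1.13 (adjusted p = 0.00201 from edgeR's quasi-likelihood test). This value was 1.79 (adjusted p = 9.96e-05) in the first library batch and 0.39 (adjusted p = 0.0316) in the second by the same test.

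**Figure D2:**
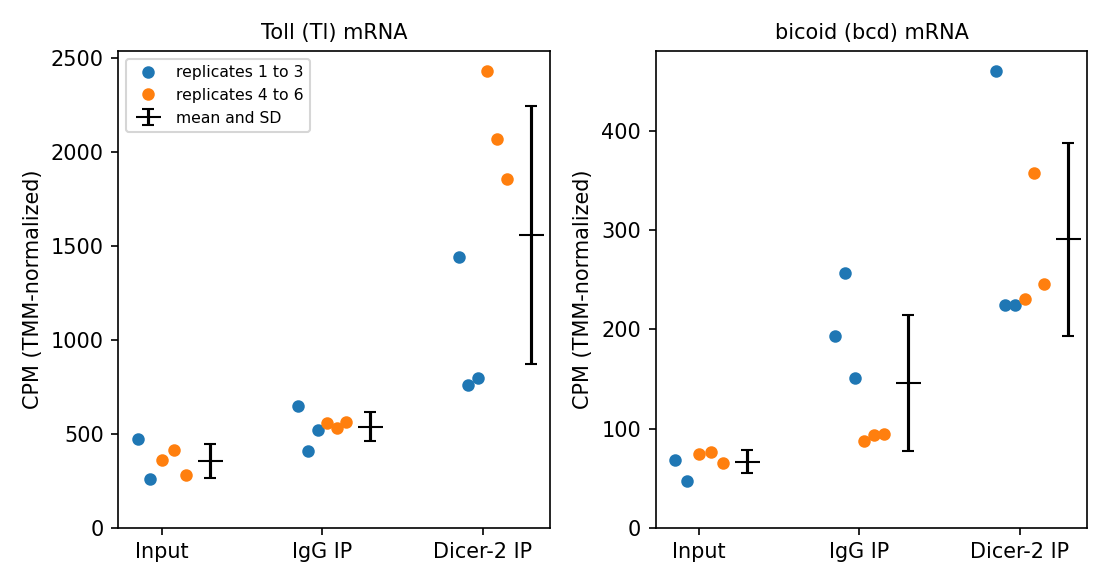
CPM of Toll and bicoid in each library (y axis) by group (x axis), with replicates 1 to 3 in blue, replicates 4 to 6 in orange, and the mean and SD of each group. The Dicer-2 IPs of Toll average 1558.4 CPM against 538 CPM in the IgG IPs, and those of bicoid average 291 CPM against 146 CPM.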

Transcripts known to be substrates of cytoplasmic polyadenylation (*Toll*, *bicoid*) were associated to Dicer-2. To understand the potential of Dicer-2 as a cytoplasmic polyadenylation factor, we compared the list of Dicer-2 bound transcripts to that of Wispy polyadenylation substrates identified in previous studies (Cui et al, 2013; Eichhorn et al, 2016; Lim et al, 2016). 

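The paper's Table S1 lists the genes that are both in its Dicer-2 list and in at least 1 of the Wispy studies, and 1081 of these match the count table. Of the 1176 genes enriched over both controls here, 832 (70.7%, 95% Wilson confidence interval 68.1 to 73.3%) are on that overlap list. Of the 1585 genes enriched with the replicate number as a block, 956 (60.3%, 57.9 to 62.7%) are on it. The list cannot hold a Wispy substrate outside the paper's Dicer-2 list, so each share is a lower bound. Of single genes on the overlap list, string (stg, FBgn0003525, chromosome 3R from 29251826 to 29255800) had 1383.8 ± 195 CPM in the Dicer-2 IP (SD, n = 6), 624 ± 68.3 CPM in the IgG IP (SD, n = 6) and 471 ± 41.6 CPM in the input (SD, n = 5). Its log2 fold change was 1.55 over input (standard error 0.12, adjusted p = 2.1e-10) and 1.15 over the IgG IP (standard error 0.11, adjusted p = 2.59e-08) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. CycA (FBgn0000404, chromosome 3L from 11826719 to 11833578) had log2 fold changes of 1.20 over input and 1.95 over the IgG IP (adjusted p = 1.66e-07 and 5.8e-10 from the same test). CG8180 (FBgn0034021, chromosome 2R from 15472175 to 15482834) had 1.55 over input and 0.96 over the IgG IP (adjusted p = 2.25e-07 and 7.65e-05 from the same test), and its enrichment over the IgG IP was 0.56 in the first library batch (adjusted p = 0.0413) and 1.36 in the second (adjusted p = 7.3e-08). These 3 genes passed both limits over both controls. Grapes (grp, FBgn0261278, chromosome 2L from 16680054 to 16699926) had a log2 fold change of 1.01 over input and 0.51 over the IgG IP (adjusted p = 0.000968 from edgeR's quasi-likelihood test), below 1.5-fold, and exons of other genes overlap 12.2% of its exon sequence. EDTP (FBgn0027506, chromosome 2R from 17432173 to 17444938) had 1.32 over input and 0.54 over the IgG IP (adjusted p = 0.000624 from the same test), and with the replicate block the enrichment over the IgG IP was 0.60, with which EDTP passed both limits over both controls. For lok (FBgn0019686, chromosome 2L from 20061422 to 20064381) the values were 0.43 over input and 0.78 over the IgG IP. For these last 3 genes, grp, EDTP and lok, every adjusted p-value was under 0.001 and 1 of the 2 enrichments was below 1.5-fold. With DESeq2 in place of edgeR, without a fold change prior, the log2 fold change was 0.65 over the IgG IP for grp, 0.67 over the IgG IP for EDTP and 0.70 over input for lok, and all 3 genes then passed both limits over both controls. Without TMM factors, a setting that lowers the values of genes in general, the fold change fell to -0.011 for grp over the IgG IP and to -0.17 for lok over input.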

One thousand eighty-two transcripts in the Dicer-2 list were also detected in at least one of the Wispy studies, indicating that a large fraction of Dicer-2 targets (62%) represent substrates of cytoplasmic polyadenylation (Fig 1F). Independent validation by RIP/RT-qPCR indeed confirmed binding of Dicer-2 to Wispy substrates, whereas abundant non-substrate mRNAs coding for ribosomal proteins were not bound (Fig 1G). These results suggest widespread roles of Dicer-2 in cytoplasmic polyadenylation.

### The Dicer-2 protein interactome

To identify the Dicer-2 protein interactome of early embryos, we performed co-immunoprecipitation (co-IP) using affinity purified αDicer-2 antibodies. As negative controls, we used either Dicer-2 null embryos or IP with nonspecific IgG, each comparison in biological triplicates. Because Dicer-2 null males are sterile, we obtained null embryo extracts by crossing homozygous Dicer-2 null females (*dicer-2*^*L811fsX*^) with wild-type males (*w*^*1118*^), whose contribution to the embryo protein content is only noticeable after 2 h of development once the maternal-to-zygotic transition has occurred (Fig 2A). Therefore, the male contribution to our early (90′) embryo extracts is negligible, as corroborated by Western blot (Fig 2B). We included treatment with RNase I to identify RNA-independent interactions. As expected, we observed co-immunoprecipitation of Dicer-2 with Wispy in an RNA-independent fashion and no background in the null or IgG controls (Fig 2B and C). Proteins present in the immunoprecipitates were then identified by tandem mass spectrometry (LC-MSMS).

**Figure 2.**
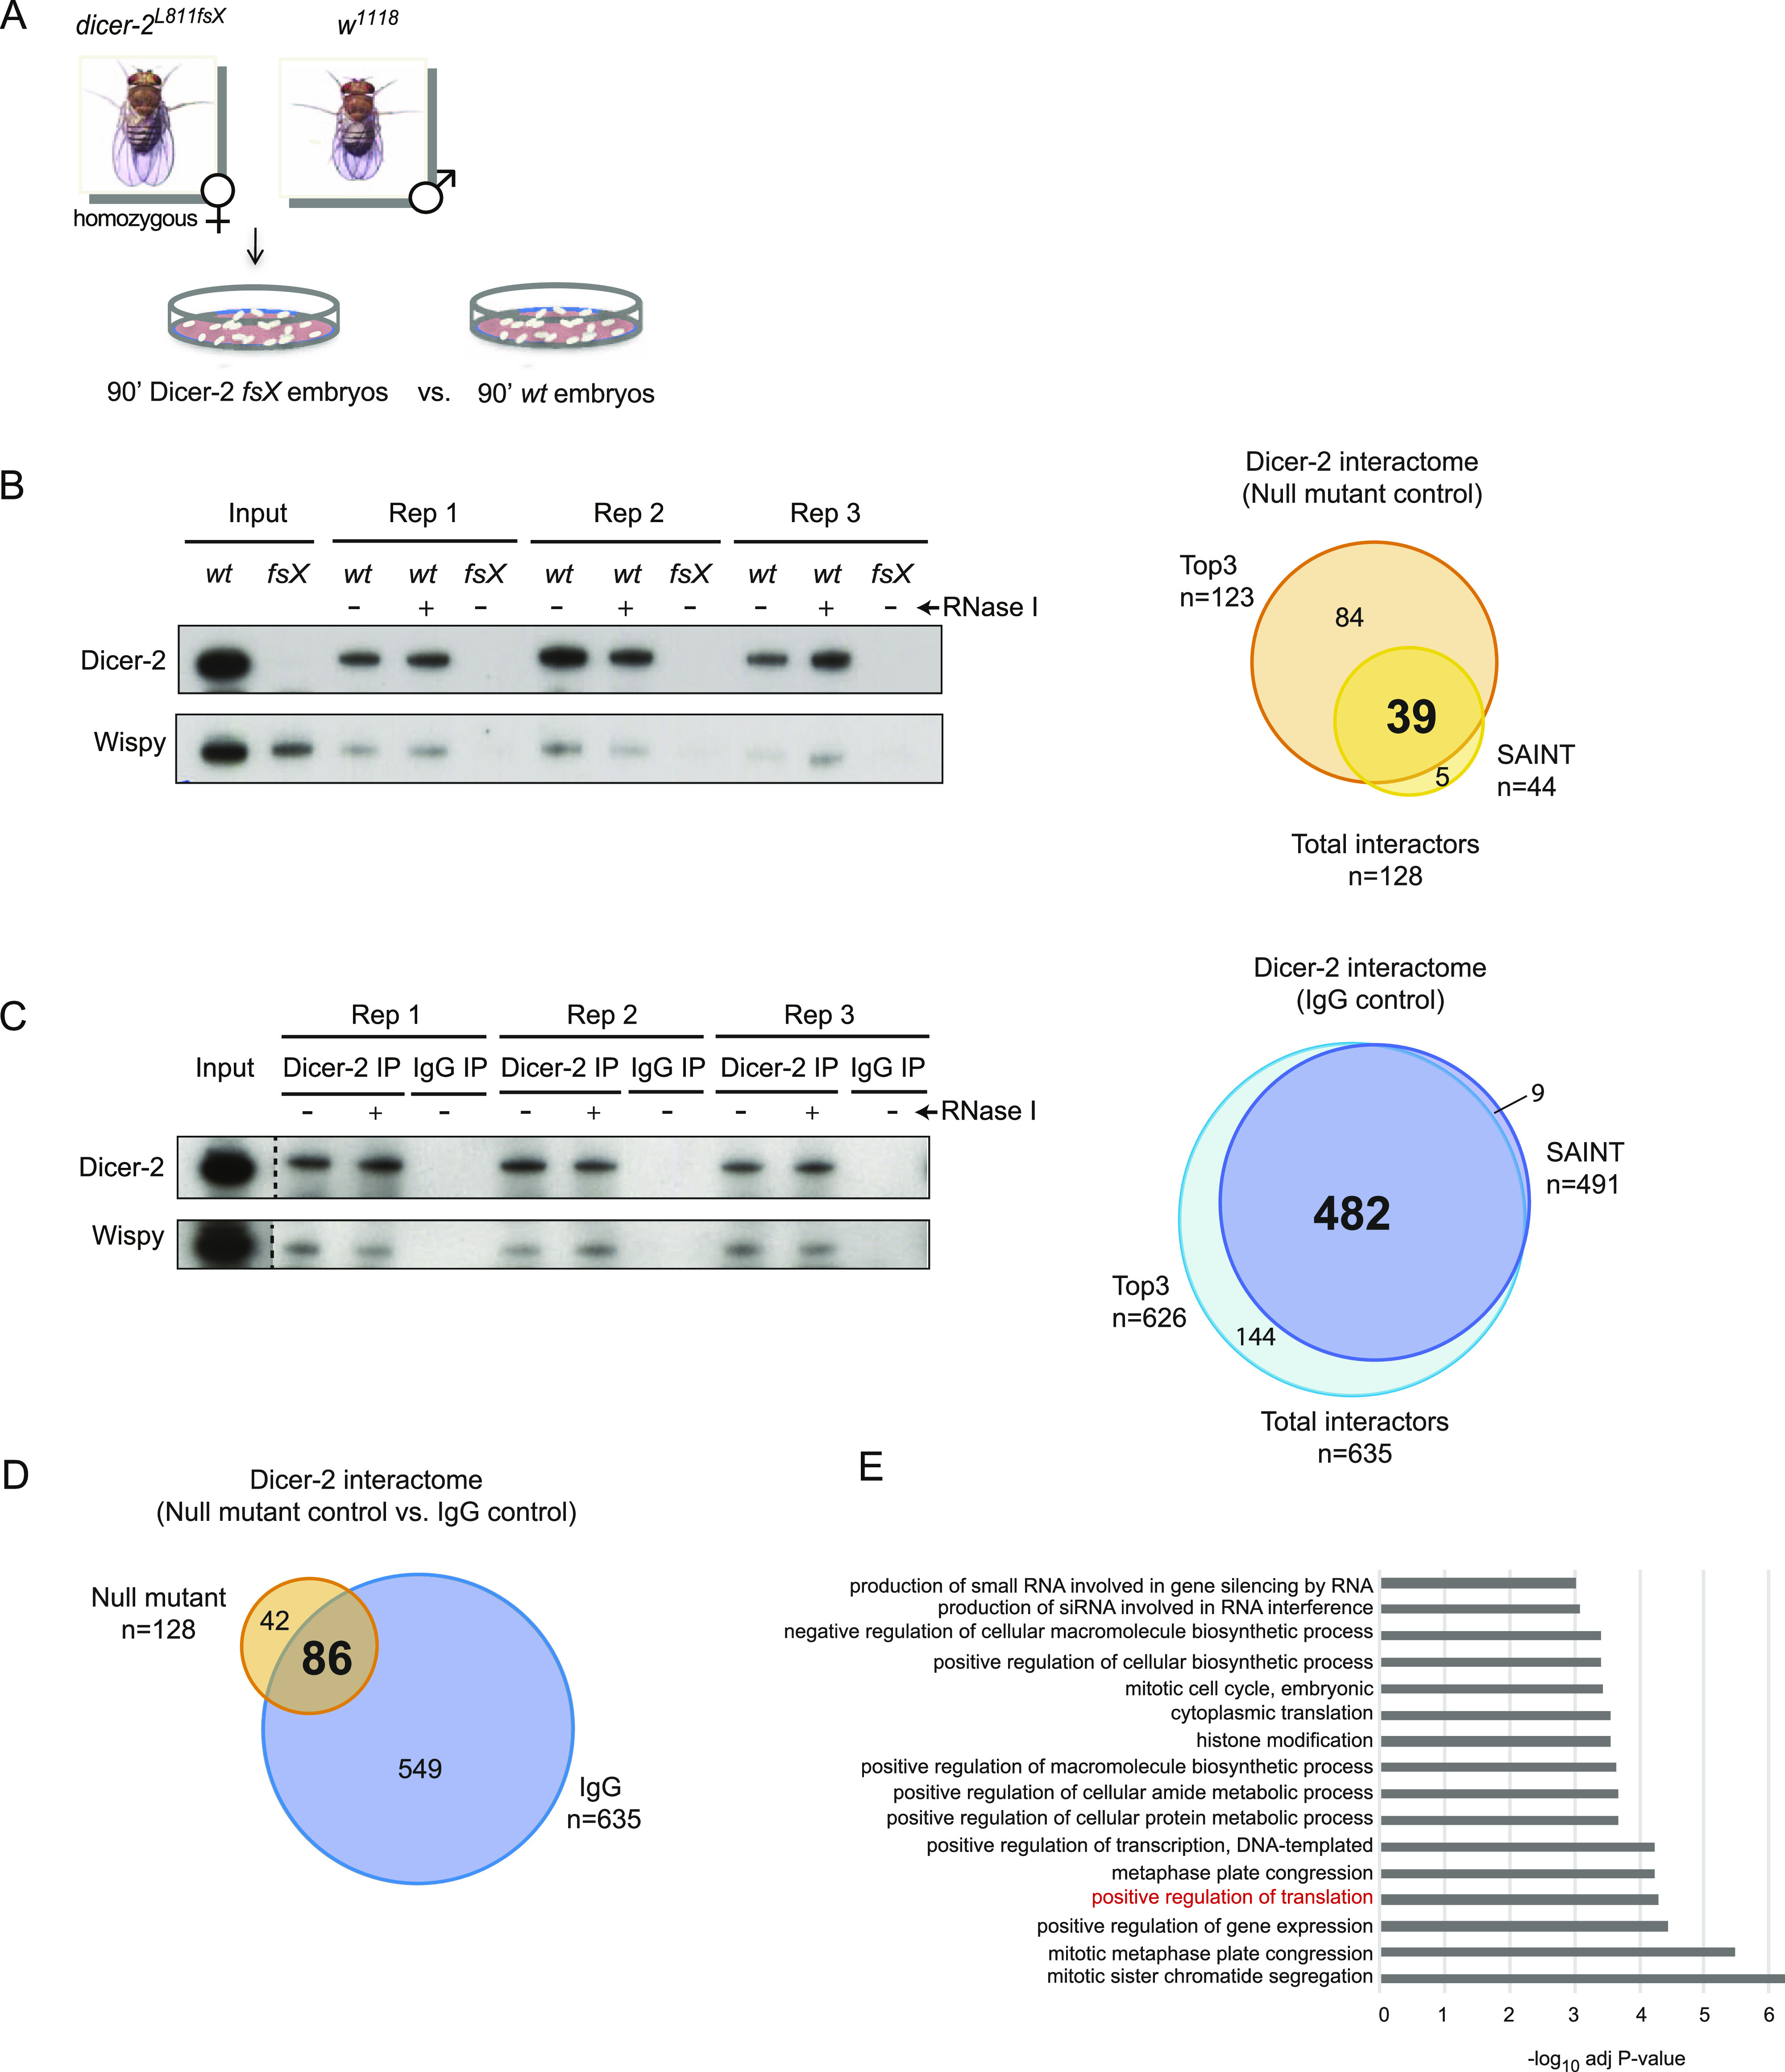
Identification of the Dicer-2 protein interactome. **(A)** Schematic representation of the strategy to obtain Dicer-2 null embryos. **(B, C)** Comparison of wild-type (*w*^*1118*^, *wt*) and Dicer-2 null (*fsX*) embryos (B) or αDicer-2 versus IgG IPs (C). In both cases, an immunoblot analysis of three replicates after treatment or not with RNase I is shown on the *left*, and the overlap between SAINT and Top3 analyses is shown on the *right*. **(D)** The Dicer-2 high confidence interactome, defined as the overlap between proteins identified in (B) and (C) (86 proteins). **(E)** Gene Ontology analysis of the Dicer-2 high-confidence interactome using Flyenrichr under the term “Biological Process.” Source data are available for this figure.

Two different bioinformatic procedures were used to identify potentially true Dicer-2 interactors, SAINTexpress, and Top3 (Silva et al, 2006; Teo et al, 2014). SAINT (Significant Analysis of INTeractome) uses the spectral counts of all peptides in a protein, whereas Top3 uses the average peak areas of the three most intense peptides per protein. SAINT scored interactions for 854 proteins, of which 44 were found significant (Bayesian FDR ≤ 0.05) over the null control, whereas Top3 analysis revealed 123 significant interactors. Altogether, 128 proteins were found in the Dicer-2 IP over the null control, of which 39 were found using both SAINT and Top3 (Fig 2B, right and Table S2).

Table S2. Dcr-2 protein interactome.

The analyses described above were also applied to find significant Dicer-2 interactors over the IgG control. We found a total of 635 interactors, of which 482 were both SAINT and Top3 hits (Fig 2C, right and Table S2). Overall, 86 proteins showed enrichment in the Dicer-2 IP against both the null and the IgG control and were categorized as the high-confidence Dicer-2 interactome (Fig 2D). Of these, 70 proteins (81%) were found to interact with Dicer-2 in an RNA-independent manner in all comparisons (Table S2). Therefore, the vast majority of interactions in the Dicer-2 high-confidence set are not mediated by RNA.

We next compared the Dicer-2 high confidence interactome with siRNA-associated factors previously identified by affinity chromatography against two different siRNAs in *Drosophila* embryo extracts (Gerbasi et al, 2010). Only two RNAi factors, R2D2 and Dicer-1, were found to overlap with our list, suggesting pervasive functions of Dicer-2 outside the RNAi machinery. Indeed, GO analysis indicated prevalence of cell division and biosynthetic processes, including translation regulation, among the terms most significantly associated with this group (Fig 2E).

### Ataxin-2 and Twenty-four mediate the interaction of Dicer-2 with Wispy

To narrow-down the partners of Dicer-2 potentially involved in cytoplasmic polyadenylation, we searched for Dicer-2–associated RNA-binding proteins (RBPs). We compared the Dicer-2 interactome with two recently published mRNA-bound proteomes of fly embryos (Sysoev et al, 2016; Wessels et al, 2016), revealing 21 RBPs as potential cofactors of Dicer-2 (Fig 3A and Table S2). Among these, we focused on RBPs involved in translational control. Notably, in addition to the translation regulators oskar, Fmr1, mushashi, Rasputin, and Wispy, we found two proteins, Twenty-four (Tyf) and Ataxin-2 (Atx2), previously shown to stimulate the synthesis of the clock protein Period in a manner that requires Poly(A)-binding protein (PABP) (Lim et al, 2011; Lim & Allada, 2013; Zhang et al, 2013). Furthermore, both the yeast Atx2 homolog Pbp1p and human ATXN2 have been shown to be involved in regulation of poly(A) tail length (Mangus et al, 1998, 2004; Inagaki et al, 2020). Thus, we hypothesized that Dicer-2, Atx2, Tyf, and Wispy may form an RNA-independent complex that works in cytoplasmic polyadenylation. Indeed, co-IP experiments indicated that these factors interacted in an RNA-independent fashion, suggesting that they formed a complex (Fig 3B). To corroborate complex formation and further understand mutual interactions, we performed co-immunoprecipitations in Tyf- or Atx2-depleted extracts. Depletions were performed by expressing UAS-RNAi constructs under the control of the maternal alphaTub67C driver, resulting in embryos with highly reduced Atx2 or Tyf levels (Fig 3C). Interestingly, depletion of Atx2 greatly affected the levels of Tyf and Wispy, whereas depletion of Tyf had a similar effect on Atx2 and Wispy levels, suggesting formation of a tightly connected complex, as shown previously for splicing regulatory assemblies and other complexes (Eisenberg et al, 2018; Martín et al, 2021) (Fig 3D, lanes 5–7). Although Dicer-2 strongly co-precipitated with these factors, depletion of Atx2—and to a lesser extent Tyf—abrogated these interactions, indicating that the Atx2/Tyf complex mediates the interactions of Dicer-2 with Wispy (Fig 3D, lanes 2–4). To confirm these findings we pulled down Atx2 from wt, Dicer-2 null, Atx2-depleted and Tyf-depleted extracts. As in Fig 3D, the levels of Atx2, Tyf and Wispy were interdependent; however, they remained unaltered in Dicer-2 null extracts (Fig 3E, lanes 1–4). Atx2 interacted with Dicer-2, Tyf, and Wispy in wt extracts, corroborating complex formation (lanes 5–6). Atx2 interactions with Wispy and Tyf were fully preserved in Dicer-2 null extracts, indicating that they do not depend on Dicer-2 (compare lanes 6–7). As expected from very low levels of Atx2 in Atx2- or Tyf-depleted extracts, no IPs were detected in these conditions (lanes 8–9). Altogether, these results are consistent with a model in which Atx2/Tyf/Wispy form a complex that interacts with Dicer-2 (Fig 3F). Delineation of the full composition of this complex awaits further investigation.

**Figure 3.**
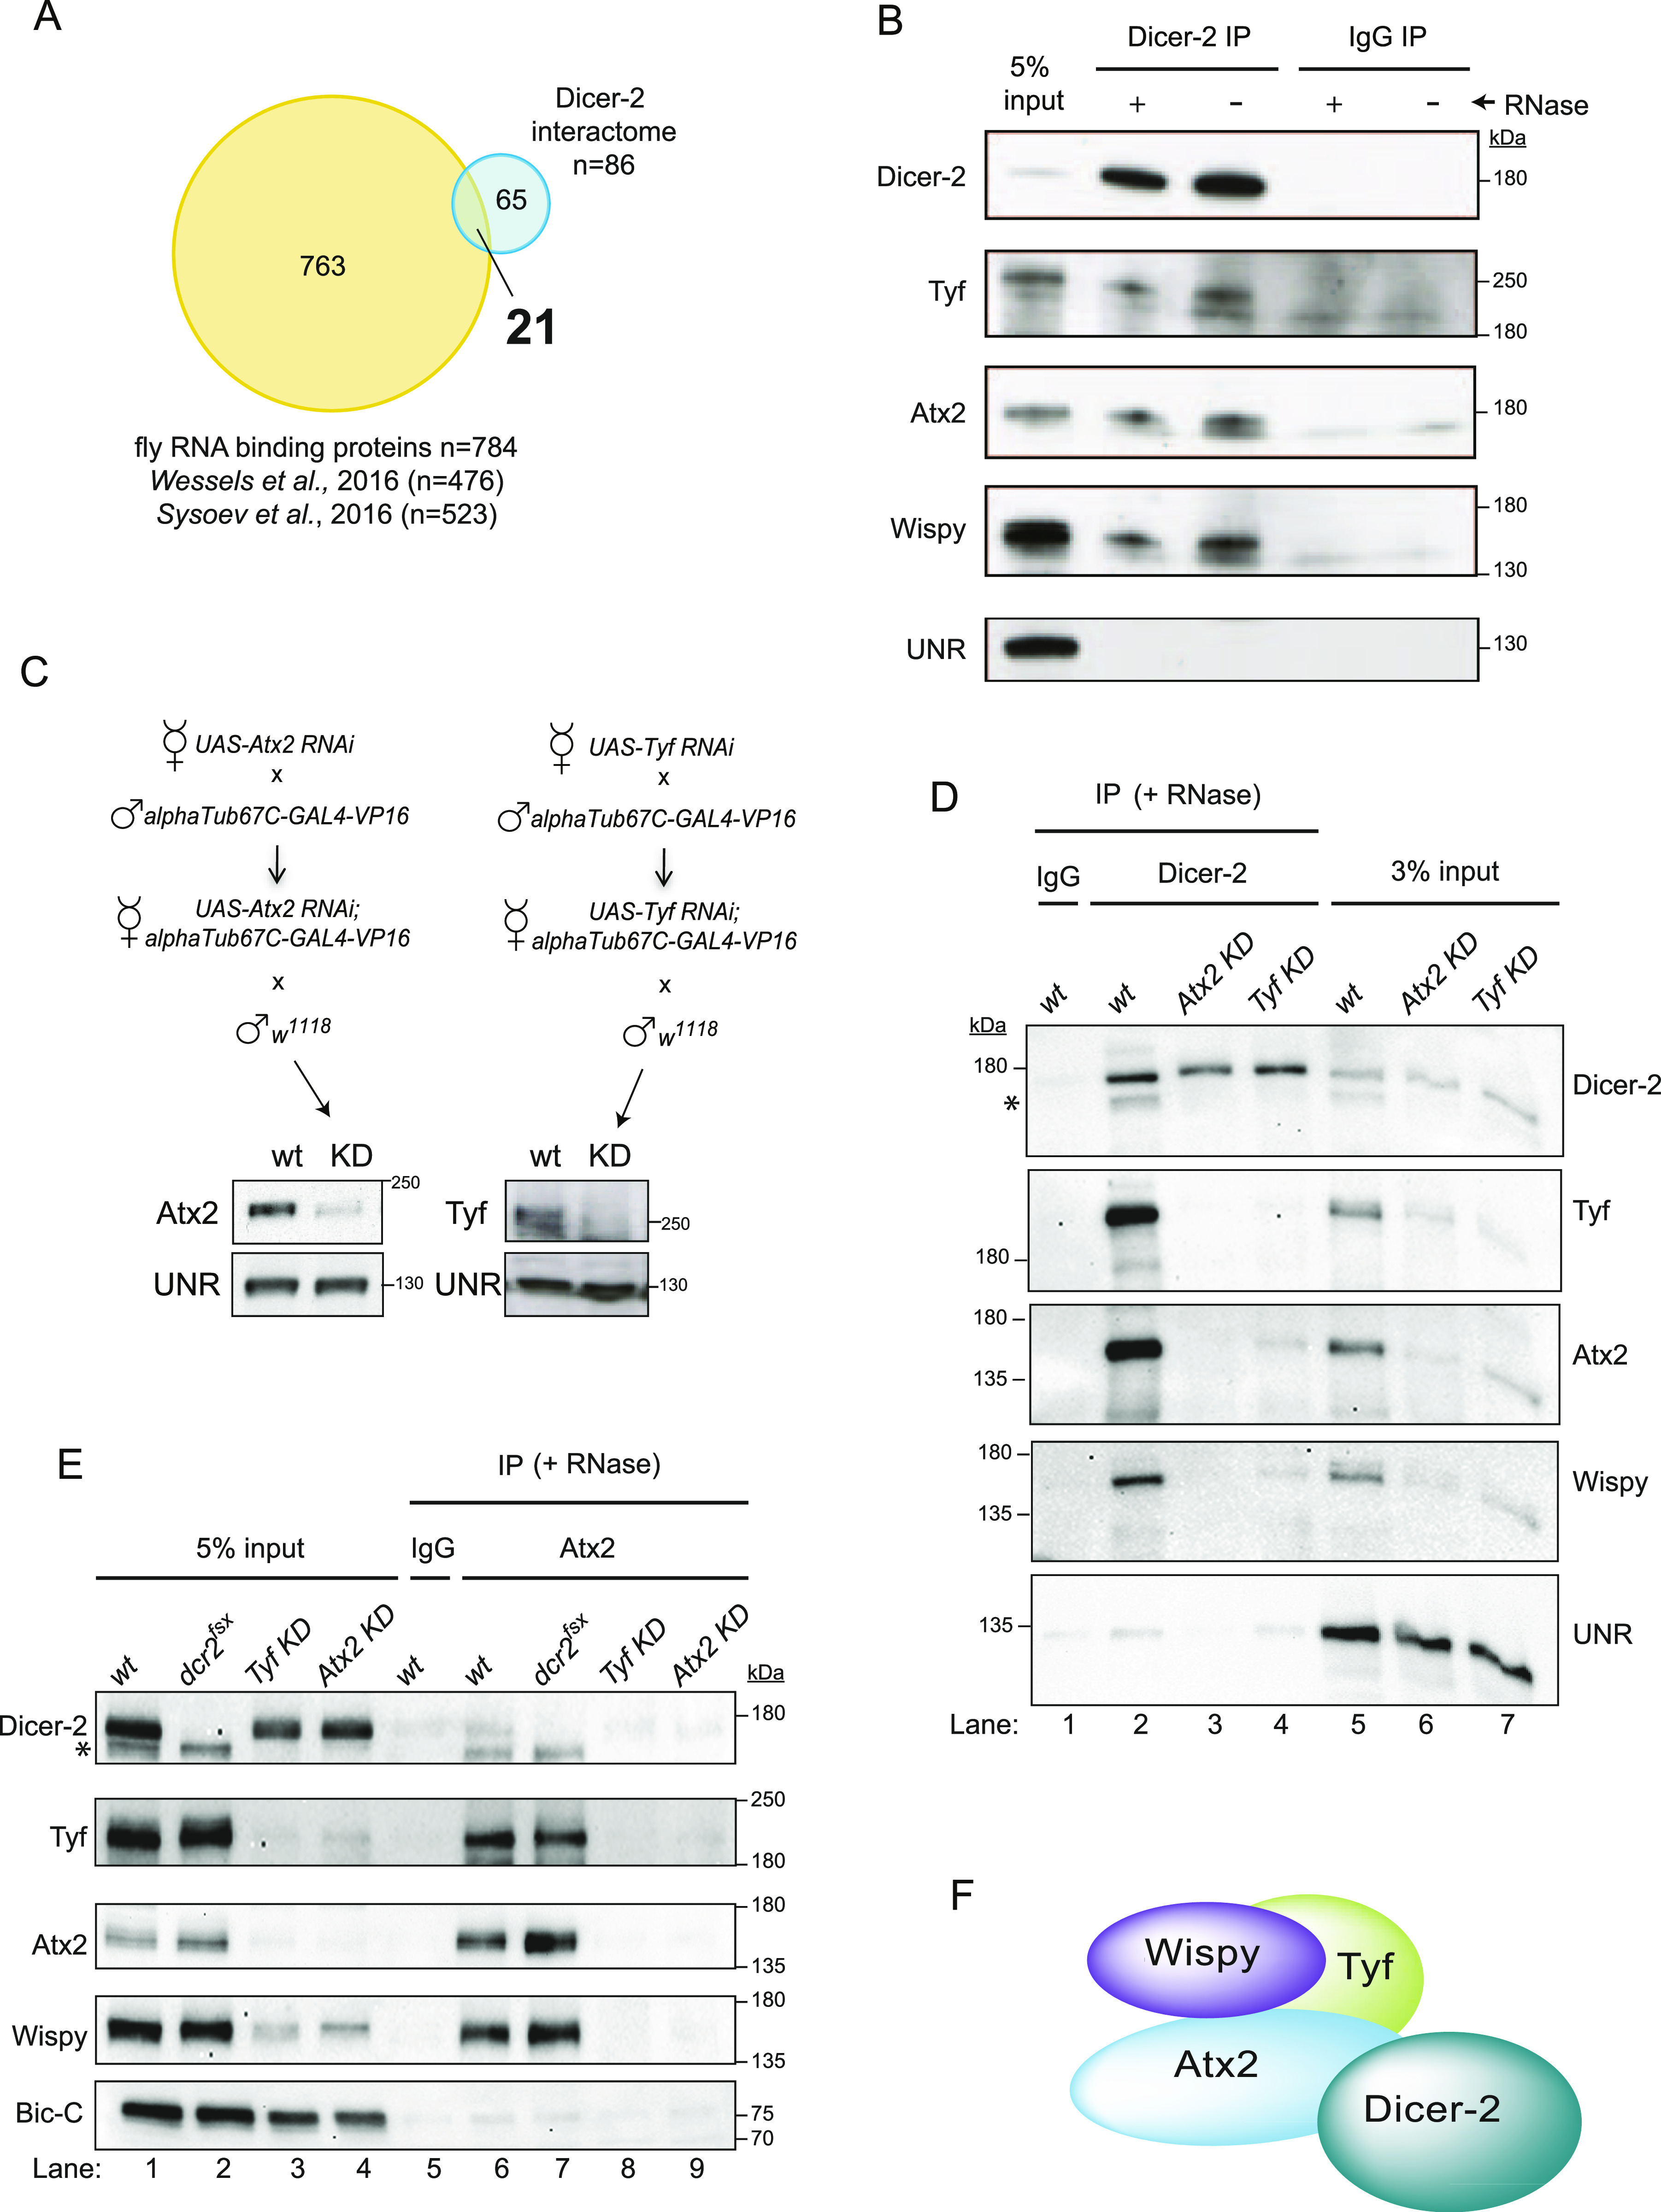
Dicer-2 interacts with Wispy through Ataxin-2 and Twenty-four. **(A)** Comparison between the Dicer-2 high-confidence interactome and the *Drosophila* RBPomes identified in 0–2 h embryos (Wessels et al, 2016) and across the maternal-to-zygotic transition (Sysoev et al, 2016). **(B)** Validation of Dicer-2 partners by co-immunoprecipitation. Dicer-2, Tyf, Atx2, and Wispy interact in an RNA-independent fashion. UNR was used as a negative control. **(C)** Schematic representation of the crosses performed to obtain Atx2- and Tyf-depleted extracts (*top*) and efficiency of depletion (*bottom*). **(D)** Interaction of Dicer-2 with Wispy is mediated by Atx2 and Tyf. Dicer-2 was immunoprecipitated from wild-type, Atx2-, and Tyf-depleted extracts in the presence of RNases. Co-IP of the indicated factors was assessed by Western-blot. IgG IP using wild-type extracts served as background control. UNR was used as loading control. The asterisk denotes residual signal from Wispy detection. **(E)** Confirmation of complex formation and co-dependencies by Ataxin-2 pull-down. **(D)** Immunoprecipitation was performed as in (D). Bicaudal-C was used as loading control. **(F)** Model of the complex. Source data are available for this figure.

### Twenty-four, Ataxin-2, and Dicer-2 work in cytoplasmic polyadenylation

The capacity of Dicer-2 to polyadenylate targets other than *Toll* mRNA was assessed using poly(A)-test (PAT) assays (Sallés & Strickland, 1995). We chose five targets across a range of *P*-values and found that their poly(A) tails were reduced in Dicer-2 null extracts (Fig 4A, left panels). Of these, three (grapes, CG8180 and string) were also targets of Atx2 and Tyf as their polyadenylation was reduced upon Atx2 or Tyf depletion (middle and right panels, see quantification of several experiments on the right). Not all targets, however, were dependent on Atx2 or Tyf, suggesting that alternative complexes may interact with Dicer-2 for cytoplasmic polyadenylation. The data, therefore, indicate that the Atx2/Tyf complex works in polyadenylation of a subset of Dicer-2 targets. Full identification of this subset will require high-throughput assessment of poly(A) tail changes upon alteration of Dcr-2, Atx2, and Tyf levels. Regardless, the results show that the functions of Atx2 in cytoplasmic polyadenylation are highly conserved and establish a new role for Tyf in this process, increasing the diversity of RBPs that functionally interact with cytoplasmic poly(A) polymerases (reviewed in Liudkovska and Dziembowski [2021]).

**Figure 4.**
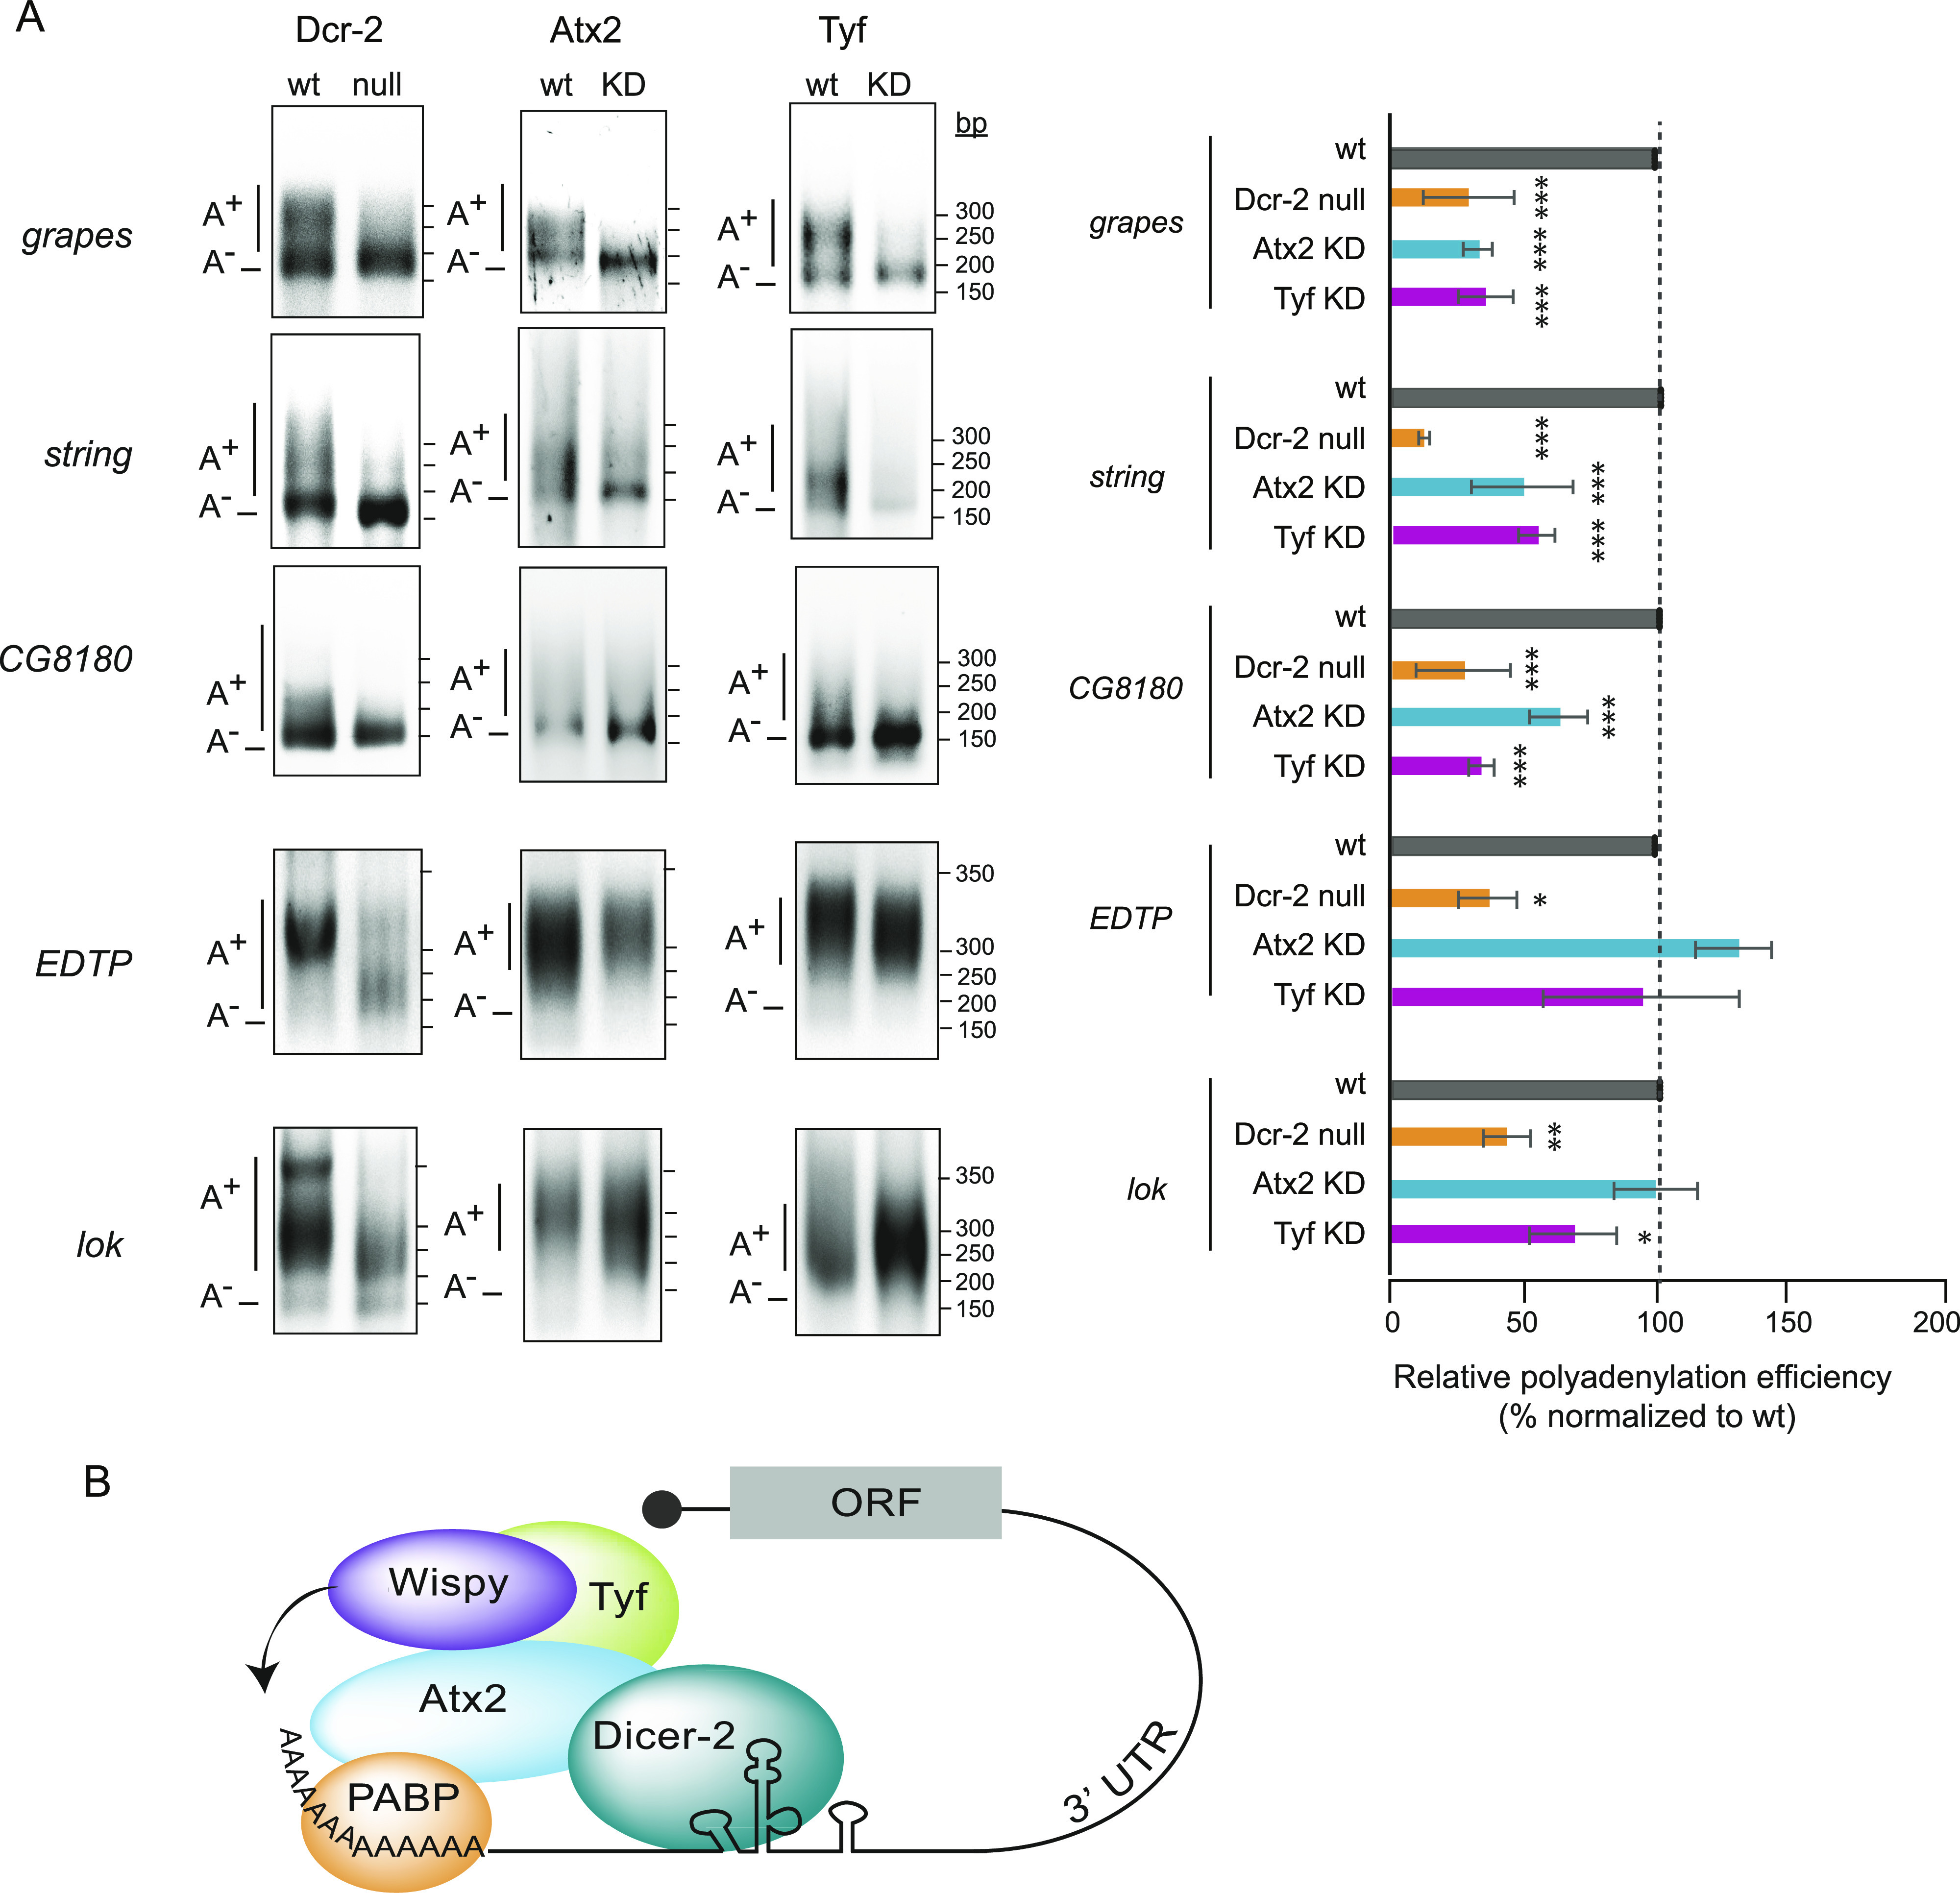
Ataxin-2 and Twenty-four function in cytoplasmic polyadenylation of a subset of Dicer-2 targets. **(A)** Efficiency of polyadenylation of Dicer-2 targets in wild-type (*w*^*1118*^) versus Dicer-2 null, Atx2-depleted, or Tyf-depleted embryos. The average of at least three independent experiments is shown on the right. Error bars represent SD. Significance was assessed using one-way ANOVA test with Bonferroni correction (*P < 0.05, **P < 0.01, ***P < 0.001). **(B)** Model for the embryonic noncanonical cytoplasmic polyadenylation complex. Interactions of Dicer-2 with Wispy, Atx2, and Tyf are depicted. Atx2 has been previously shown to interact with PABP. Source data are available for this figure.

Atx2 has been shown to form mutually exclusive translation activation or repression complexes to regulate circadian clock periodicity and amplitude (Lee et al, 2017). The activation complex contains Lsm12 and Tyf, whereas the repression complex contains NOT1 and Me31B/DDX6, two proteins involved in deadenylation and miRNA-dependent silencing (Ostareck et al, 2014; Temme et al, 2014). Remarkably, Lsm12 is part of the Dicer-2 high confidence interactome, whereas NOT1 and Me31B are not (Table S2). These results support a model where Dicer-2 selectively interacts with the Atx2 activation complex to promote cytoplasmic polyadenylation and translation in early embryos (Fig 4B). Surprisingly PABP, an interactor of the Atx2/Tyf complex for translational regulation, was not included in the high-confidence Dicer-2 interactor list (Lim et al, 2011; Lim & Allada, 2013; Zhang et al, 2013). This is because PABP scored positive only in the Dcr-2 versus IgG IP comparison, suggesting that our strict criteria may exclude true interactors (Table S2). In sum, our results reveal the composition of a noncanonical cytoplasmic polyadenylation machinery that recruits Wispy for activation of maternal mRNAs, illustrating the growing diversity and plasticity of poly(A) tail length control assemblies.

## Materials and Methods

### Fly strains and generation of depleted and null embryos

*OregonR and w*^*1118*^ were used as wild-type flies. The following mutant or transgenic stocks were used: *w; Dcr2*^*L811fsX*^*/CyO, amos*^*Roi-1*^ (kindly provided by Dr. Martine Simonelig), *w; UAS-Atx2-RNAi* (Vienna Drosophila Resource Center, VDRC #34955), *w; UAS-Tyf-RNAi* (VDRC #21965) and *w; alphaTub67C-GAL4-VP16; alphaTub67C-GAL4-VP16* (containing the driver in both chromosomes II and III, provided by Dr. Jerome Solon). Flies were maintained on standard food at 25°C.

*Dicer-2* null embryos were obtained by crossing *w; Dcr2*^*L811fsX*^ homozygous females with *w*^*1118*^ males. For the generation of Atx2-depleted embryos, homozygous virgin *w; UAS-Atx2-RNAi* females were crossed with homozygous *alphaTub67C-GAL4-VP16* males, and resulting females were then crossed with *w*^*1118*^ males. A similar strategy was followed to obtain Tyf depleted embryos using *w; UAS-Tyf-RNAi* females.

### Embryo extracts

For Dicer-2 interactome and RIP-Seq analysis, large-scale collections of staged *OregonR* 90 min embryos were obtained and processed as described in Coll et al (2010). For PAT assays, the protocol was scaled down as follows, carrying depleted/null and wild-type embryos in parallel. Egg-laying trays were exchanged three times for embryo synchronization, and 90 min embryos collected thereafter. In the case of Dcr-2 null embryos, because of their scarcity, multiple 90-min collections were taken in a period of 6–8 h, kept on ice, and pooled. Embryos were washed twice in EW buffer (0.7% NaCl, 0.04% TritonX-100), dechorionated in bleach (1:3 in EW buffer) for 2–3 min, and washed several times with milliQ water. Dechorionated embryos were then washed once with cold DEI buffer (10 mM Hepes, pH 7.4, 5 mM DTT, and 1× complete protease inhibitor from Roche) followed by homogenization in 1–2 embryo volumes of DEI buffer on ice. The homogenate was centrifuged at 10,000*g* for 10 min at 4°C. The intermediate cytosolic fraction was carefully collected, avoiding the upper lipid layer and the pellet. Glycerol was added to 10%, and extracts aliquoted, snap frozen, and stored at −80°C.

### Antibodies

Rabbit αDicer-2 polyclonal antibodies were raised in house against the first 151 aa of the protein and affinity-purified using HiTrap NHS-activated HP columns (GE Healthcare) coupled with His-Dicer-2(1–257)-MBP (Coll et al, 2018). αWispy antibodies were kindly provided by Mariana Wolfner (Cui et al, 2008). αTyf and αAtx2 antibodies were provided by Joonho Choe (Lim et al, 2011) and Mani Ramaswamy (McCann et al, 2011), respectively. αBic-C antibodies were provided by Paul Lasko (Chicoine et al, 2007). αUNR antibodies have been described previously (Abaza et al, 2006). Antibody dilutions for Western blots were as follows: αDicer-2 (1:1,000), αTyf (1:500), αAtx2 (1:500), αWispy (1:2,000), αUNR (1:1,000), αBic-C (1:1,000).

### RNA immunoprecipitation followed by sequencing (RIP-Seq)

Protein-A Dynabeads (Invitrogen) containing affinity purified αDicer-2 antibody to their maximum binding capacity (2.4 μg antibody per 10 μl beads) were prepared by washing beads with 10 volumes of IPP 500 buffer (20 mM Hepes, 500 mM NaCl, 1.5 mM MgCl_2_, 0.5 mM DTT, and 0.05% NP-40) followed by incubation with αDicer-2 antibody for 30 min at room temperature. Antibody-bound beads were washed twice with 10 vol of IPP 500 and IPP containing 150 mM NaCl (IPP 150). A similar procedure was followed to obtain beads with IgG used as negative control.

Embryo extracts were precleared with empty beads equilibrated in IPP 150 for 30 min at 4°C in the presence of 1× complete protease inhibitor cocktail (Roche). Precleared extracts (300–500 μg) were then added to 60 μl of antibody-bound beads in a final volume of 780 μl of IPP 150 and incubated at 4°C for 4 h on a rotating wheel. Following IP, beads were pelleted, washed four times with five volumes of IPP 150, and RNA extracted using TRIZOL. RNA quality was monitored in a Bioanalyzer. An aliquot of the IP was reserved for protein extraction and IP quality control.

Illumina True-seq libraries were prepared at the CRG Genomics facility using the Ribo-zero kit (Illumina) and subjected to 50-bp single-end sequencing. Reads were aligned to the *D. melanogaster* ENSEMBL genome release 87 (BDGP release 6_ISO1 MT/dm6 assembly) using the STAR mapper (version 2.5.2a) (Dobin et al, 2013). Qualimap (version 2.2.1) was used to check the quality of the mapped bam files (García-Alcalde et al, 2012). A raw count of reads per gene was obtained with HTSeq (htseq-count function, version 0.6.1p1) (Anders et al, 2015). The R/Bioconductor package DESeq2 was used to assess differential enrichment between experimental samples. Prior to DESeq2, genes for which the sum of raw counts across all samples was less than two were discarded.

### Dicer-2 protein interactome identification

Dicer-2 IPs were performed as indicated above, using 300 μg of wild-type (*w*^*1118*^) or Dicer-2 null extracts, keeping the proportions of extract to beads and volumes. Following IP and washes, one half of the Dicer-2 beads were incubated with 100 U RNase I (Ambion) in 100 μl IPP 150 at 25°C for 15 min on a thermomixer. Untreated samples were incubated in parallel without addition of RNase I. Beads were then washed four times with five vol of IPP 150 before elution of proteins for mass spectrometry and Western blot. For mass spectrometry, samples on beads were washed thrice with 500 μl of 200 mM ammonium bicarbonate (ABC) and resuspended in 60 μl of 6 M urea in 200 mM ABC. Proteins were then reduced by adding DTT (10 μl DTT 10 mM, 37°C, 60 min), alkylated with iodoacetamide (10 μl of IAM 20 mM, 25°C, 30 min), diluted with 200 mM ABC to reach a final urea concentration of 1M, and digested overnight with trypsin (1 μg, 37°C). The peptide mixture was collected and acidified to a final concentration of 5% formic acid. Samples were desalted using a C18 column, evaporated to dryness, and diluted to 10 μl with 0.1% formic acid in milliQ water. Forty-five percent of the peptide mixture was analyzed by LC-MSMS using a 1-h gradient in the LTQ-Orbitrap Velos Pro mass spectrometer (Thermo Fisher Scientific). The data were acquired with Xcalibur software v2.2. and analyzed using the Proteome Discoverer software suite (v1.4.1.14; Thermo Fisher Scientific). The search engine Mascot (v2.5.1 Matrix Science; Perkins et al, 1999) was used for peptide identification. Peptide data were searched against the Uniprot (*UP_Drosophila*) protein database, and the identified peptides were filtered to a threshold of 5% FDR.

Protein–protein interactions were assessed using SAINTexpress (Teo et al, 2014) and Top3 (Silva et al, 2006) analysis. SAINT interactors with Bayesian false discovery rate of <0.05 were included in the Dicer-2 interactome. For Top3 analysis, the log_2_ of the average area of the three most intense peptides of each protein was calculated by Proteome Discoverer. Top3 analysis was constrained by very low abundance or the absence of several proteins in the null IP and by missing peak area values for one of three null mutant replicates. These technical caveats were overcome by semiquantitative scoring of significant peptide occurrences in wild-type versus null replicates and by imputation that substitutes the missing values for the mean value of other replicates, respectively. A *t* test was performed between the three replicates of each sample condition to identify differentially abundant proteins.

### Small scale immunoprecipitation

Protein-A dynabeads (20 μl) were equilibrated in wash buffer (10 mM Hepes pH 8.0, 8% Glycerol) and blocked by incubation with 700 μg embryo extract for 1 h at room temperature. After extensive washing, 2 μl Atx2 serum, 5 μg of affinity-purified αDicer-2 antibody, or IgG were added in wash buffer followed by incubation for 1 h at room temperature and three additional washes. Beads were mixed with 700 μg of embryo extract in 200 μl DE buffer (10 mM Hepes, 5 mM DTT), supplemented with 50 μl of buffer containing 20 mM Hepes, pH 8, 150 mM NaCl, 0.1% NP-40, 1 mM EDTA, 0.5 mM DTT, and 1× protein inhibitor cocktail (Roche) and incubated at 25°C for 1 h on a rotating wheel. Beads were then washed three times with five volumes of 1× NET (50 mM Tris–HCl pH7.5, 150 mM NaCl, 0.1% NP-40, 1 mM EDTA). RNase treatment was performed with 100 U RNase I (Ambion) and 10 μg of RNase A (Sigma-Aldrich) in 40 μl wash buffer with protein inhibitors at room temperature for 20 min. Untreated samples were incubated in parallel without adding RNases. Beads were washed three times with 10 volumes of 1xNET and proteins eluted in SDS buffer for Western blot.

### PAT assays

Pools of 100–200 embryos synchronized at 60–90 min were collected in Eppendorf tubes and disrupted with Pellet mixer Cordless (Avantor) in 200 μl Trizol. RNA was obtained using a Maxwell 16 LEV simplyRNA kit (Promega). One microgram of total RNA was used for PAT assays as described in Sallés and Strickland (1995). In some experiments, the poly(A) tail assay kit from Thermo Fisher Scientific (Ref. 764551KT) was used with equivalent results. Gene-specific forward oligonucleotides used for PAT assays were as follows: String (5′-CCGAAACGCAAATGCAAAC-3′), Grapes (5′-CATTGCATTGTTTACGAGTACG-3′), CG8180 (5′-CAGCAGCATTAACTGACGAATCGAC-3′), EDTP (5′-GGCTAAACCGCTCTCCTGTTCTCTAG-3′) and lok (5′-CTGCATTTAAACTGGGCTGCTGCTTC-3′). Amplified products were resolved in agarose gels, and the efficiency of polyadenylation was measured as the ratio of polyadenylated (A+) versus non polyadenylated (A−) RNA, quantified using ImageQuant-TL. The data for Atx2-depleted, Tyf-depleted and Dicer-2 null embryos were normalized to the wt control (set to 100%) that was carried in parallel in each experiment.

### RT-qPCR

RNA was reverse-transcribed with SuperScript II (Invitrogen) using a mix of random primers and oligo(dT). The cDNAs were subjected to quantitative real-time PCR using SYBR Green PCR master mix (Applied Biosystems) and ViiA 7 Real-Time PCR System (Applied Biosystems) following the manufacturer′s instructions. Oligonucleotides used in qPCR are as follows: Toll-f (5′-CGCTGCCTTCGCGTCTGTTTGC-3′), Toll-r (5′-GTGTGGAATGCTCGAATAAGTCA-3′), Bicoid-f (5′-ATTGCAATCTGTTAGGCCTCAAG-3′), Bicoid-r (5′-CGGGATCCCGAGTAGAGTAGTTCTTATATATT-3′), Sop-f (5′-CCGTGGTACTGGCATTGTCT-3′), Sop-r (5′-CCGAGTATGCCTGGTAAGGA-3′), Grapes-f (5′-TGAGGAGAATGACCCGATTC-3′), Grapes-r (5′-AACCACCCAGTCTTTCGATG-3′), String-f (5′-CACAAGCGCAACATCATTATC-3′), String-r (5′-CCGGATAGGCGTTGGTATT-3′), CycA-f (5′-GCTGGAGGAGATCACGACTT-3′), CycA-r (5′-TTGTACTTTTCCCGCATGG-3′), CG8180-f (5′-AAGGTCCCAACATCTCTCTGA-3′), CG8180-r (5′-GCTGGGGATGGTATCTCGTA-3′), UbcE2H-f (5′-CAACGATCGCAACAGATCAT-3′), UbcE2H-r (5′-TTTTGCTCTTCCATCCGTTC-3′), RpL32-f (5′-TGCCCACCGGATTCAAGA-3′), RpL32-r (5′-AAACGCGGTTCTGCATGAG-3′), RpS3-f (5′-CGATTTCCAAGAAACGCAAG-3′), RpS3-r (5′-CGAGTCAGGAACTCGTTCAA-3′).

## Data Availability

The RNA-Seq datasets produced in this study are available in Gene Expression Omnibus with identifier GSE189868. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD030281.

## Supplementary Material

Reviewer comments

# Supplementary material for: Ataxin-2, Twenty-four, and Dicer-2 are components of a noncanonical cytoplasmic polyadenylation complex
**Source:** Life Sci Alliance. 2022 Sep 16;5(12):e202201417. doi: 10.26508/lsa.202201417
**Supplement:** Supplementary file 4

Figure 2B

1<sup>st</sup>. Immunoblot  $\alpha$ -Wispy

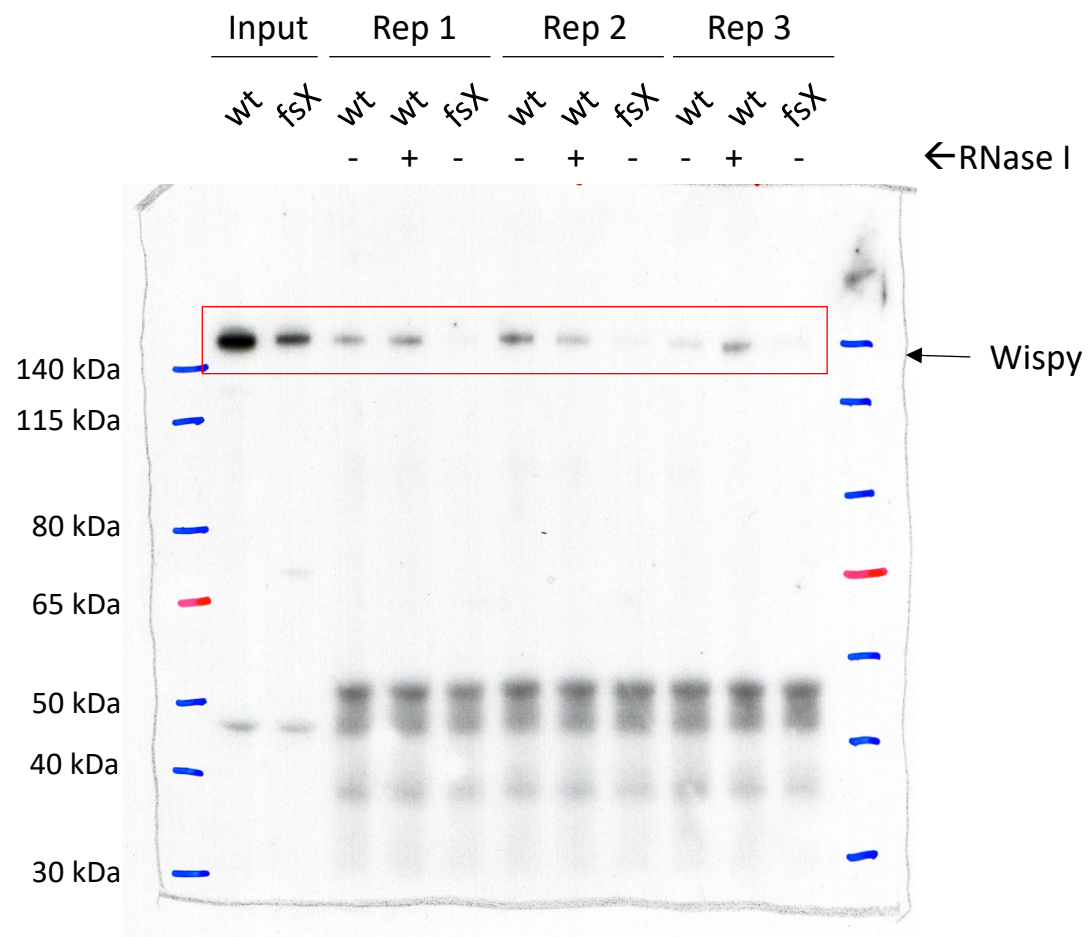

2<sup>nd</sup>. Immunoblot  $\alpha$ -Dicer-2 (membrane was cut)

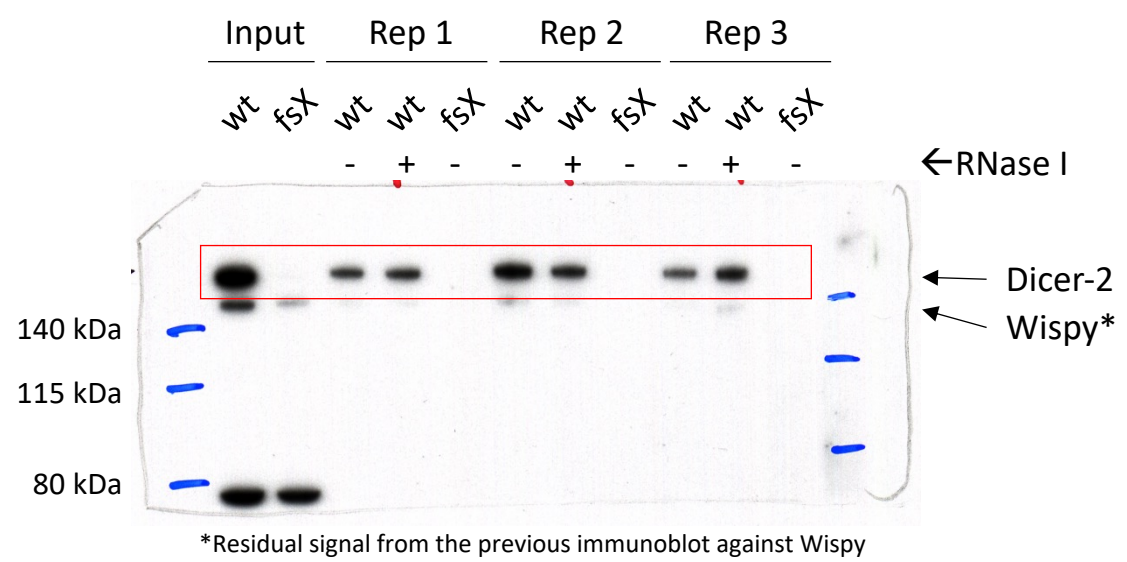

Figure 2C

1<sup>st</sup>. Immunoblot  $\alpha$ -Dicer-2  
(membrane was previously incubated with  $\alpha$ -Ago-2)

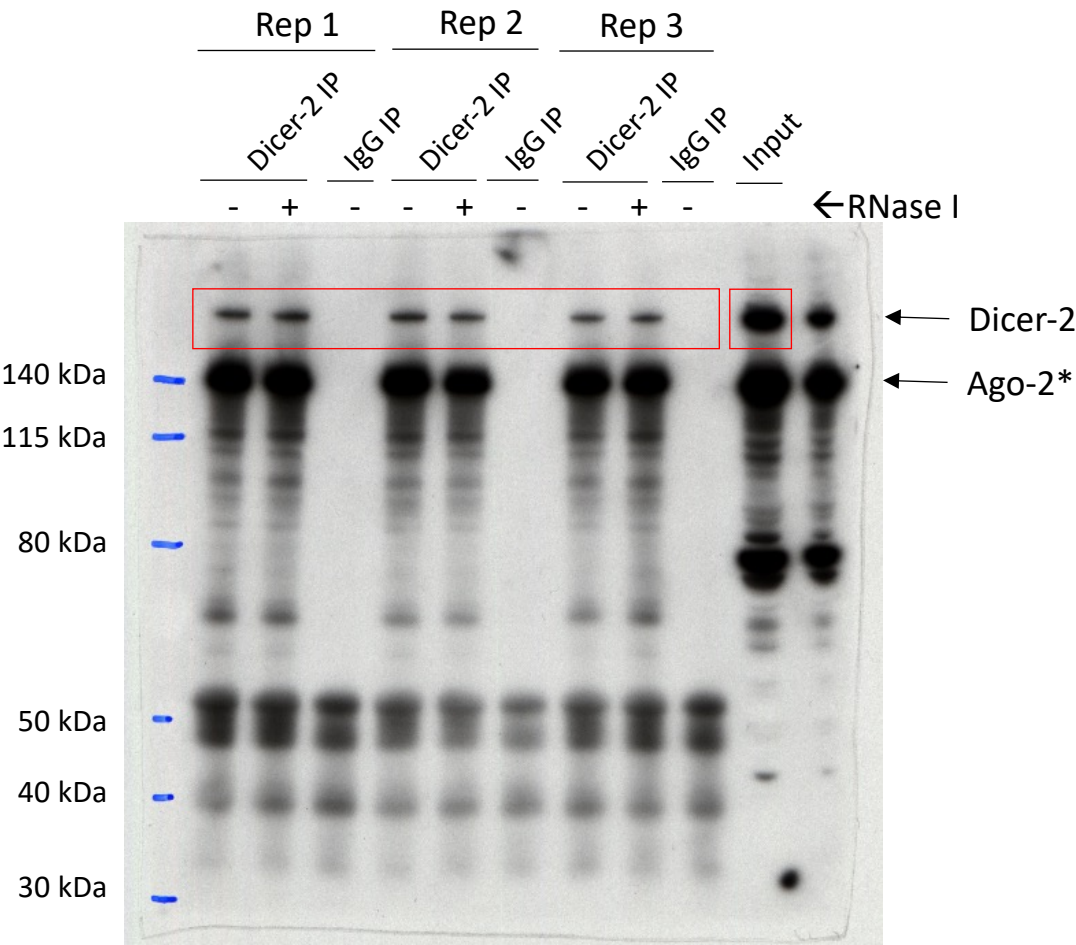

\*Residual signal from a previous immunoblot against Ago-2

2<sup>nd</sup>. Immunoblot  $\alpha$ -Wispy

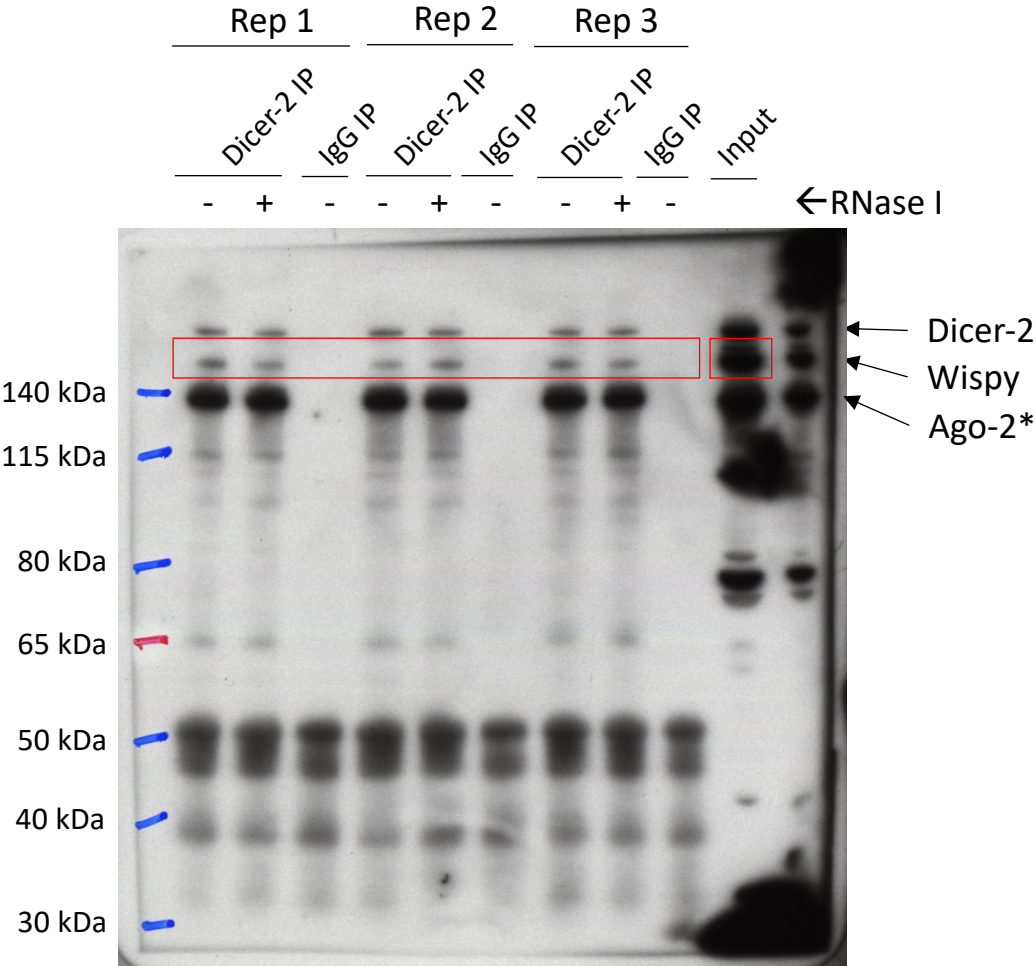

\*Residual signal from a previous immunoblot against Ago-2

# Supplementary material for: Ataxin-2, Twenty-four, and Dicer-2 are components of a noncanonical cytoplasmic polyadenylation complex
**Source:** Life Sci Alliance. 2022 Sep 16;5(12):e202201417. doi: 10.26508/lsa.202201417

Figure 3B

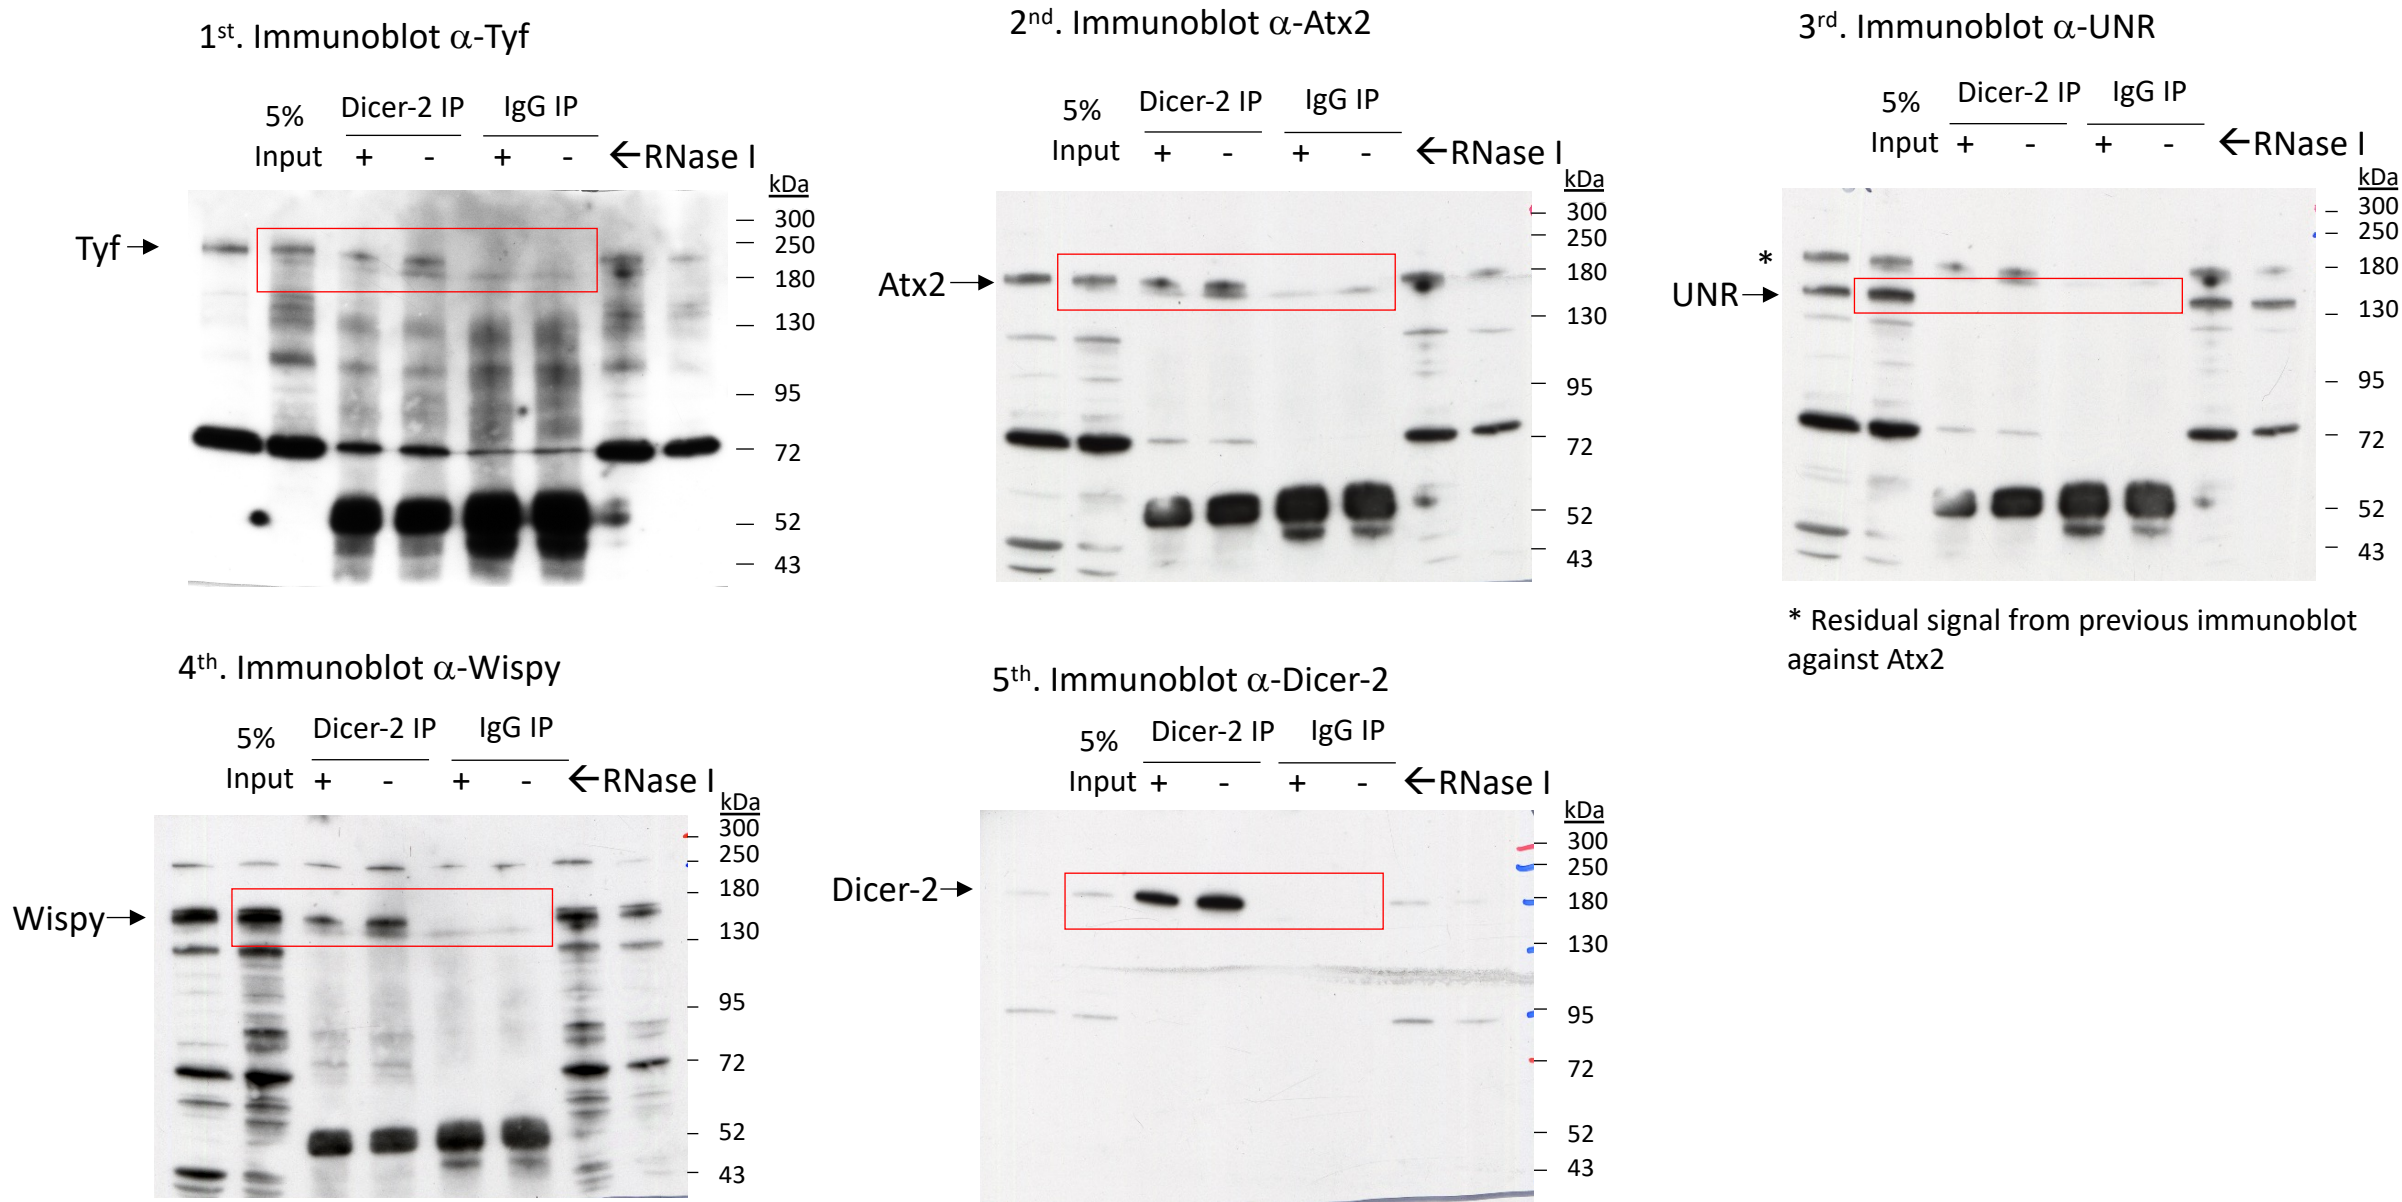

Figure 3C

Left panel:

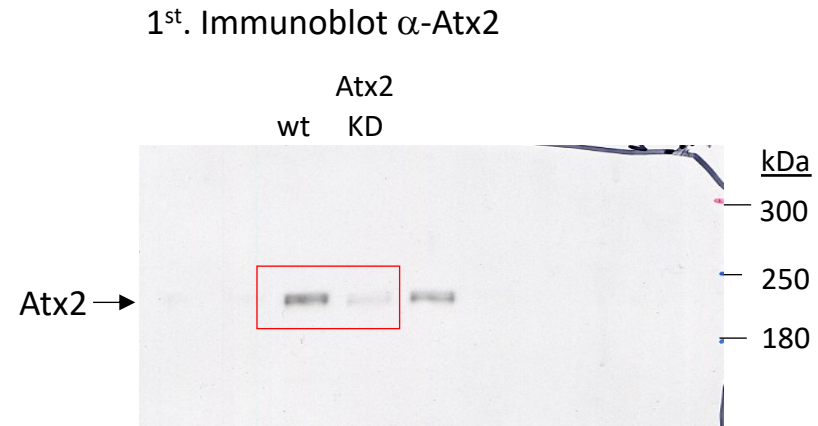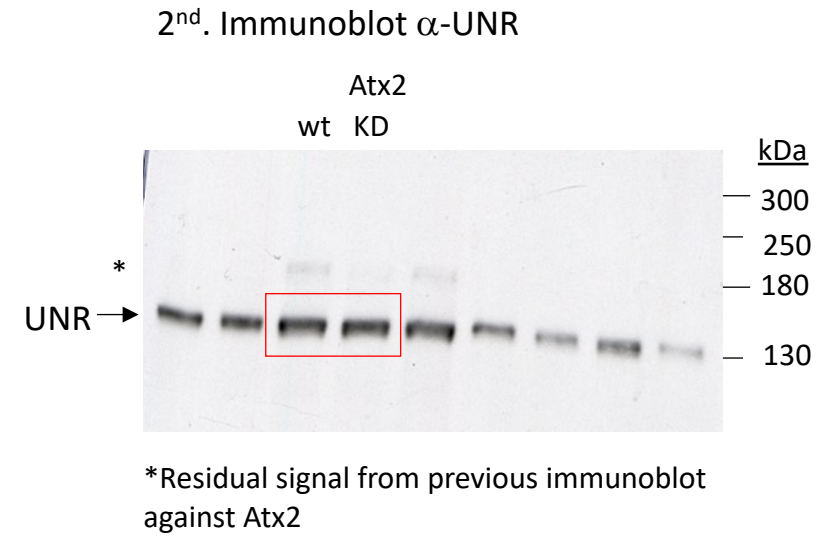

Right panel:

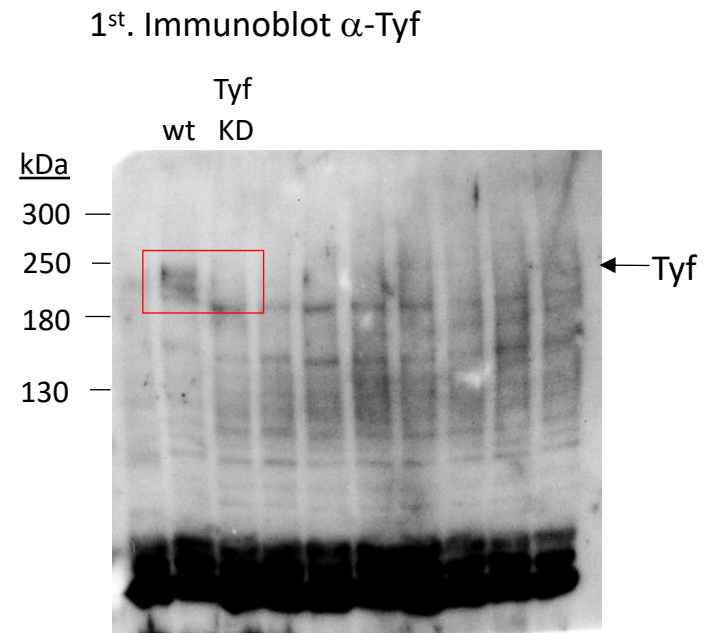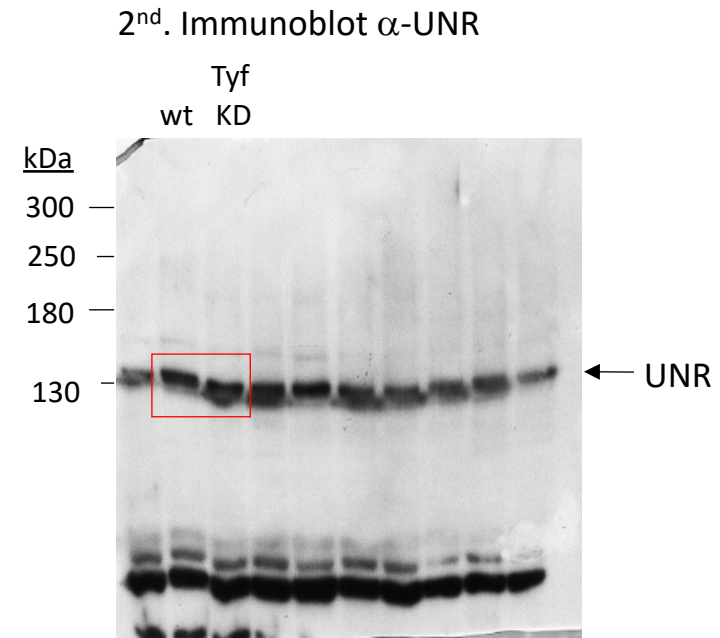

Figure 3D

1<sup>st</sup>. Immunoblot α-Tyf

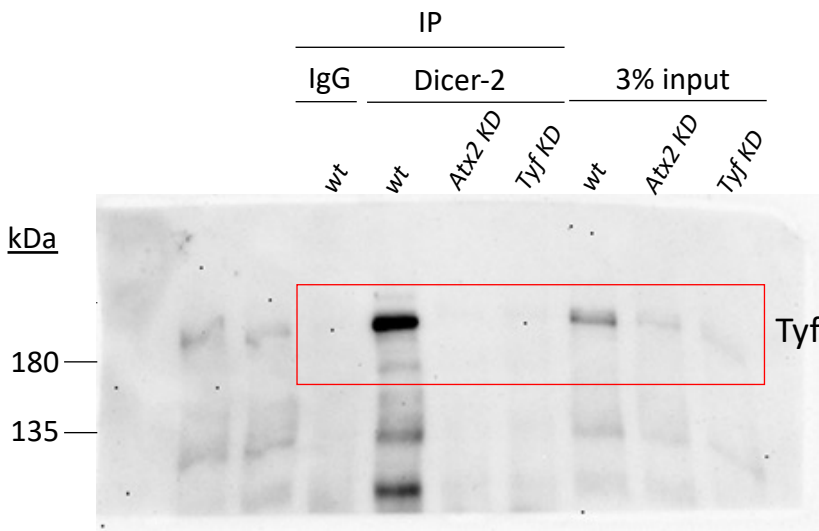

2<sup>nd</sup>. Immunoblot α-Atx2

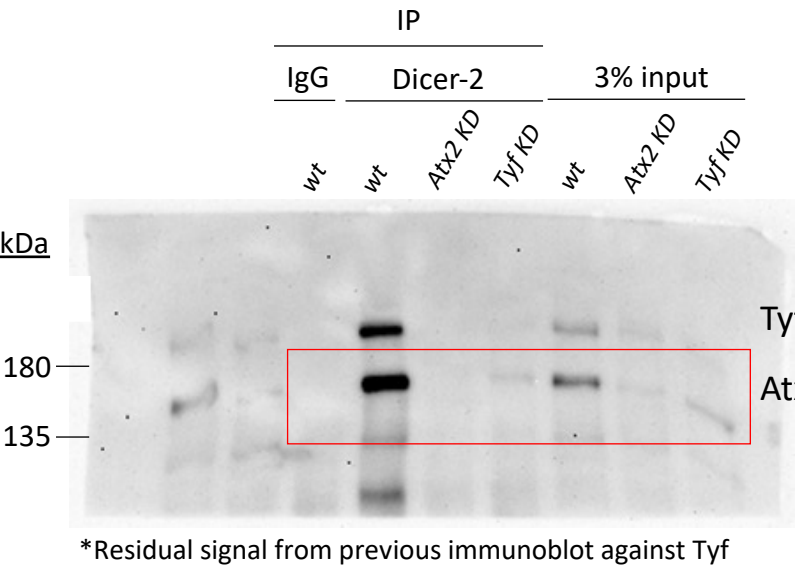

3<sup>rd</sup>. Immunoblot α-Dicer-2

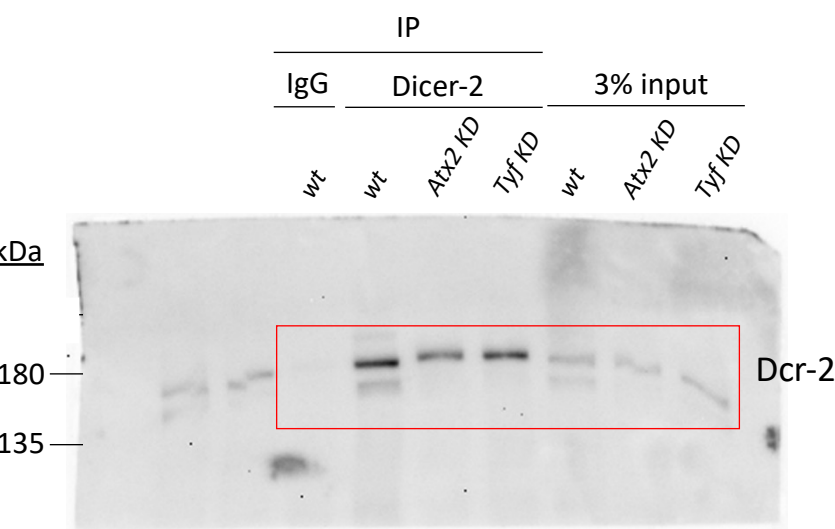

4<sup>th</sup>. Immunoblot α-Wispy (after stripping)

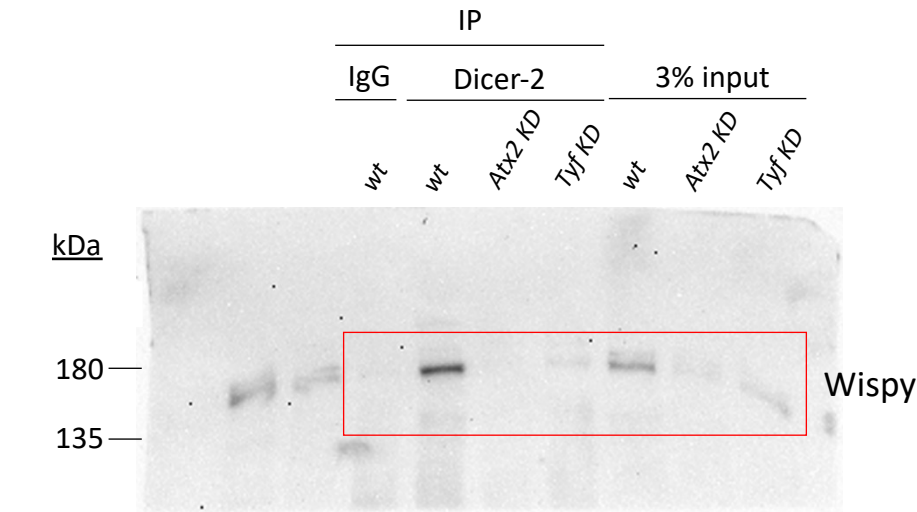

5<sup>th</sup>. Immunoblot α-UNR

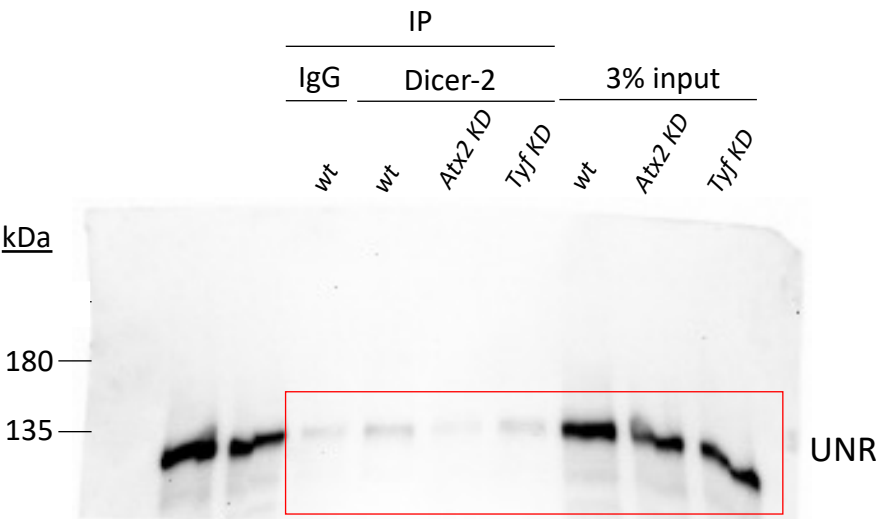

Figure 3E

1<sup>st</sup>. Immunoblot  $\alpha$ -Wispy

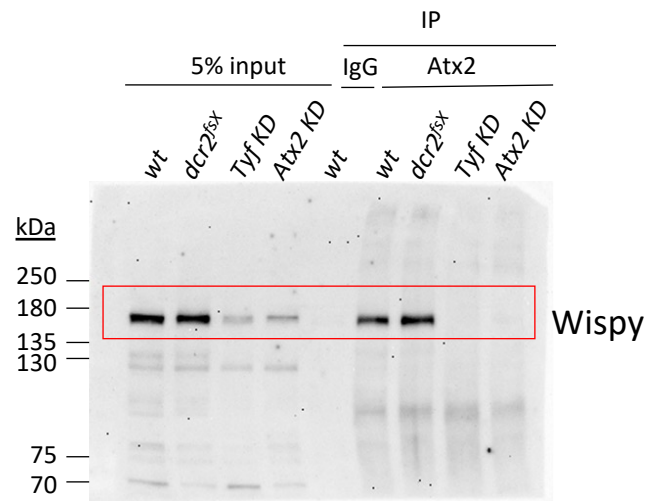

2<sup>nd</sup>. Immunoblot  $\alpha$ -Dicer-2

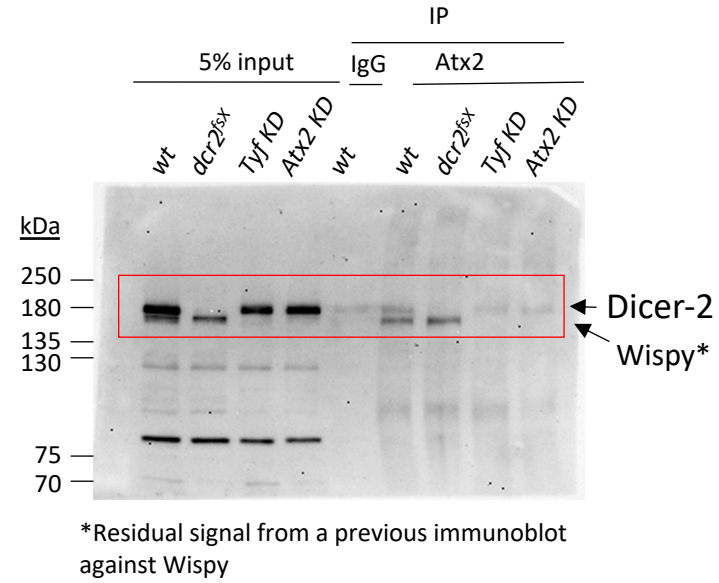

3<sup>rd</sup>. Immunoblot  $\alpha$ -Tyf

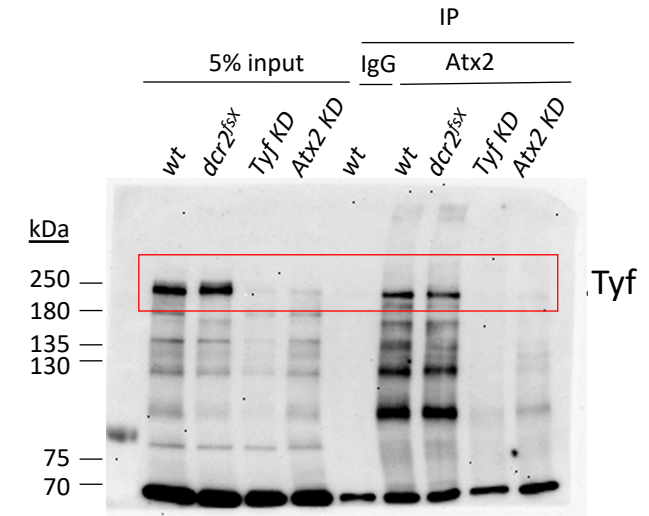

4<sup>th</sup>. Immunoblot  $\alpha$ -Atx2

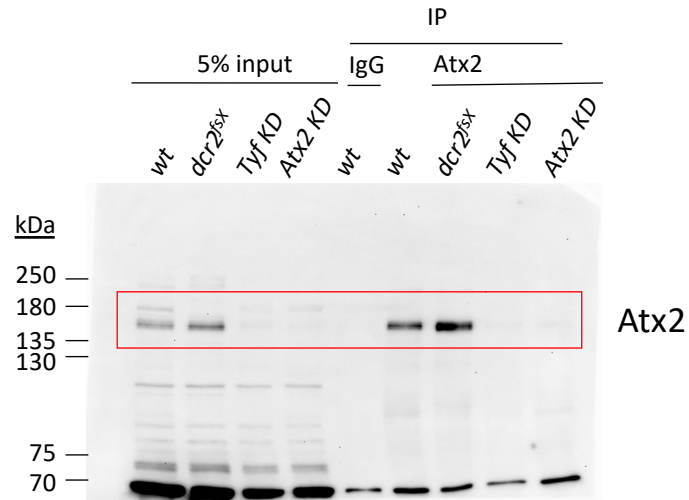

5<sup>th</sup>. Immunoblot  $\alpha$ -Bic-C

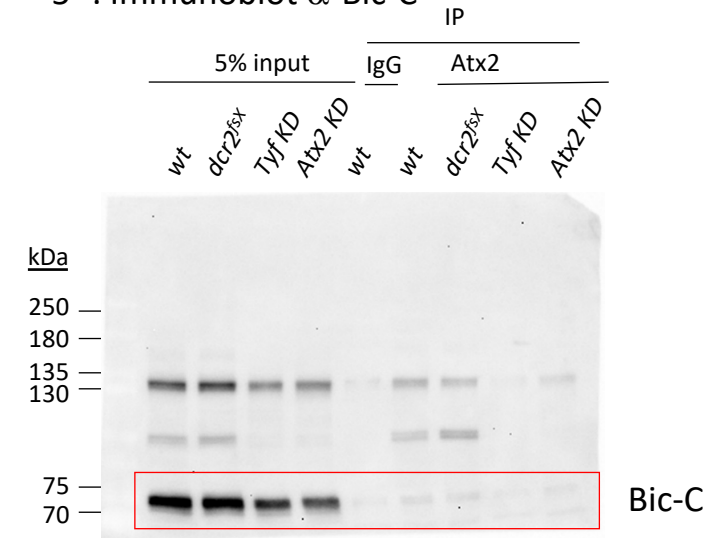

**Supplement:** Supplementary file 6

How the deposited data were processed for this re-analysis (not part of the article)

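RIP-Seq libraries were prepared by the authors from 90 min embryo extracts, with 6 Dicer-2 IPs, 6 IgG IPs and 5 inputs. Replicates 2 and 3 share 1 input. The authors aligned 50-bp single-end reads of ribo-depleted libraries to the Drosophila melanogaster genome of Ensembl release 87 with STAR 2.5.2a, checked the alignments with Qualimap 2.2.1 and counted reads per gene with htseq-count 0.6.1p1. The authors deposited 1 table of raw counts, in which each value is a number of reads counted on a gene, without normalization. The paper's text does not name the strand setting of the count. The authors discarded genes whose counts sum to less than 2 over all samples before DESeq2, and no such gene is in the deposited table of 13120 genes. Every column of the table was mapped to a library by its label.

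The counts were used as deposited. The main test was edgeR 4.0.16 under R 4.3.3, with TMM normalization, a fit of all 17 libraries with 1 mean per group and no covariate, and the quasi-likelihood test with Benjamini-Hochberg adjustment over the 13120 genes. A gene was called enriched when its adjusted p-value was under 0.001 and its fold was above 1.5, and associated to Dicer-2 when it was called over both input and the IgG IP. The same test was made for the IgG IP over input, which the paper does not report. The 12 Dicer-2 and IgG IPs were also tested for an interaction of antibody and library batch. CPM values were computed on TMM-adjusted library sizes. Exact permutation tests compared the CPM of single genes between groups, two-sided, with libraries exchanged freely and without regard to replicate number or batch. The 95% confidence intervals of shares are Wilson intervals and cover counting error only.

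Gene coordinates, types and exon lengths came from the Ensembl release 115 annotation (BDGP6.54). Of the 13120 genes, 12895 matched by identifier, 119 by symbol, 83 by an older symbol and 23 not at all. The genes named were set by a rule written before the data were examined: every gene that the paper names as a target, control or complex member, and the 6 genes with the largest smaller one of their log2 fold changes over input and over the IgG IP, among genes called over both with every Dicer-2 IP above every other library. One gene covered by the rule is not reported here. The GC content comparison of Fig 1E was not made, because no genome sequence was used here. The mass spectrometry, RT-qPCR and poly(A)-test experiments were not analysed here.

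Libraries with the same replicate number were checked for pairing by correlating their deviations from the group means across genes, and since they were paired, each comparison was repeated with the replicate number as a block, in a fit of the groups compared, with replicates 2 and 3 as 1 block where input was compared. The other alternatives set before the data were examined were DESeq2 1.42.0 with and without a fold change prior, DESeq2's size factors in edgeR, library size without TMM factors, edgeR's filterByExpr filter, a fit of only the groups compared, the library batch as a covariate, each library batch alone, an adjusted p-value limit of 0.05, a 2-fold limit, a test against 1.5-fold with edgeR's glmTreat, and each of the 17 libraries left out in turn. Added after the data were seen were DESeq2 with the library batch as a covariate, the same with a fold change prior, an offset per library that removes the trend of counts with transcript length, and counts thinned at random to 10212193 per library.

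Transcript length was compared with enrichment by Spearman correlation across protein-coding genes with at least 1 CPM on average, with 10000 permutations. Gene lists were placed among 10000 random lists matched on expression or length. These steps used Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1, and the plots were drawn with matplotlib 3.10.9. Other groupings of the same libraries were made by exchanging the libraries of 1 or more replicate numbers between the groups. The tests were tested on simulated data. Of 100 genes raised and 100 lowered among 12731 simulated genes, 91 and 86 were recovered over input and 95 and 85 over the IgG IP, without false calls. The interaction test recovered 56 of 200 changed genes among 12381. Apart from the changed genes, which were drawn from those with higher counts, all simulated libraries shared 1 composition. They held no library batch, no pairing and no shift that depends on the normalization. These simulations therefore give no error rate for data with such structure or for genes with low counts. Matched lists reached p under 0.05 in 99 of 100 simulations with a planted shift and in 6 of 100 without one.

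Counted reads per library ranged from 10212193 to 32330118. A gene at or under 3 counts in all libraries of a group was treated as at the floor, and folds against that group are given as lower bounds.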

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

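For the RNAs enriched in the IgG IP over input, the tests of depth, transcript length and normalization and the other groupings of the libraries were chosen only after the result was seen. The comparison of the library batches was chosen before. The fit without TMM factors was itself set before the data were examined, and its use as the test of normalization was chosen after.

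The paper does not report how the IgG IP compares with input. By the limits used for the Dicer-2 IP, 752 genes were enriched in the IgG IP over input, 342 of them between 1.5-fold and 2-fold and 410 above 2-fold, and 1188 were lower. Which direction had more genes depended on the scaling, with 1244 higher and 957 lower with DESeq2 and 986 higher and 817 lower with DESeq2's size factors in edgeR. With the replicate number as a block, 1074 genes were higher and 1360 lower, and 748 of the 752 were among the higher ones. Of the 752 genes, 715 are protein-coding, 25 are snoRNAs and 12 are other noncoding RNAs, and 625 are in the paper's list of RNAs associated to Dicer-2. The first library batch gave 752 genes and the second gave 896, with 548 genes in both, so the enrichment of most genes does not rest on 1 batch. The snoRNAs are an exception, as 54 of the 87 with at least 1 CPM were enriched in the first batch and 11 in the second. With all libraries thinned to the depth of the smallest, 887 genes were enriched, and without TMM factors 641 were, so neither a difference in depth nor the TMM factors account for it. With an offset for transcript length in each library, 292 genes were enriched, 191 of them among the 752. The trend with summed exon length that the offset removes therefore does not account for all of it. A length effect that this measure of length misses cannot be excluded. The offset removes any trend with length whatever its origin, so the part of the enrichment that was lost cannot be told apart from a length effect. Of the 16 ways to exchange IgG IP and input libraries that keep 1 library of each number on each side, only the real grouping (1 of 16) gave as many genes, and 16 ways cannot give a share under 0.05. Each other grouping gave 0 genes in either direction, with at most 2102 at an unadjusted p under 0.05 in the direction with more genes, against 3161 in the real one. The IgG antibody has no named target in the embryo, so no biological explanation was tested.

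Single libraries stood apart from the others of their group in 4 of 63 groups of libraries, where about 3.15 would do so by chance at Dixon's 95% limit. RpS3 had 176 CPM in Dicer-2 IP replicate 1 and between 127 and 145 CPM in the other Dicer-2 IPs. For wisp, Dicer-2 IP replicate 6 had 2606.1 CPM, and the others had between 1833.2 and 2011.3 CPM. The IgG IP replicate 6 was also the highest of its group for wisp, at 2044.9 CPM. For scaRNA:MeU2-C41, IgG IP replicate 1 had 1.48 CPM from 17 counts, and the other IgG IPs had between 0.131 and 0.397 CPM. For snoRNA:Me28S-G3113b, IgG IP replicate 3 had 0.0438 CPM, which is 1 count, while the other IgG IPs had none. No test separated a technical from a biological origin of these values. For RpS3, Dicer-2 IP replicates 2 and 3 of the same batch had 128 and 139 CPM. For wisp, Dicer-2 IP replicates 4 and 5 had 2011.3 and 1989.9 CPM. For scaRNA:MeU2-C41, IgG IP replicates 2 and 3 had 0.173 and 0.131 CPM. The other libraries of these groups without a strain name in the label did not share the outlying value either. For these genes the values argue against the library batch or the strain name alone as the origin. The IPs of replicate 1 carry a library number series of their own. For RpS3 and scaRNA:MeU2-C41 that series cannot be told apart from the replicate. The single count of snoRNA:Me28S-G3113b is too low to decide this.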

How the results depend on the processing

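Alternatives other than those named as added were set before the data were examined. DESeq2 with the library batch as a covariate, with or without a fold change prior, the transcript length offset and the thinning to equal depth were chosen after the data were seen. The cause of the changes listed here was not tested unless a test is given with them.

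The number of genes enriched in the Dicer-2 IP over input was 1934 as reported, and it was 1126 without TMM factors, 3032 at an adjusted p-value limit of 0.05 and 2916 with DESeq2 with the batch covariate and prior. Over the IgG IP it was 1244 as reported, and it was 488 without TMM factors, 717 at a 2-fold limit, 557 with glmTreat against 1.5-fold and 493 with the length offset. Over both it was 1176 as reported, and under the same 4 alternatives it was 460, 678, 534 and 415. All genes enriched over both without TMM factors were among the 1176 (460 of 460), while 241 of the 415 genes under the length offset were. The IgG IP over input gave 752 genes as reported, 1244 and 1238 with DESeq2 without and with a prior, 1372 at an adjusted p-value limit of 0.05, 410 at a 2-fold limit, 230 with glmTreat, 1359 and 1367 with DESeq2 with the batch covariate without and with a prior, and 292 with the length offset. Under the other alternatives these counts stayed within 1.5 times the reported count. Over the 17 fits that each left out 1 library, they ranged from 1765 to 2029 over input, from 1154 to 1339 over the IgG IP, from 1084 to 1257 over both and from 632 to 787 for the IgG IP over input.

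The share of higher genes among all calls depended on the normalization. It was 40.6% over input and 39.1% over the IgG IP as reported, 22.2% and 12.4% without TMM factors, 53.3% and 50.3% with DESeq2 without a prior, and 50.9% and 49.6% with DESeq2's size factors in edgeR. For the IgG IP over input these shares were 38.8%, 31%, 56.5% and 54.7%, and the share was 50.2% after thinning. Relative to the reported fit, the median log2 fold change of all genes shifted over input by -0.46 without TMM factors, by 0.37 with DESeq2 and by 0.23 with DESeq2's size factors in edgeR, and over the IgG IP by -0.46, 0.14 and 0.14.

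The interaction of antibody and library batch was found in 17 genes as reported, in 1 gene after filterByExpr, in 45 without TMM factors, in 930 with the replicate number as a block within batches, in 828 at an adjusted p-value limit of 0.05 and in 182 after thinning. The share of genes on the paper's Wispy overlap list was 70.7% as reported, 64.5% with DESeq2, 60.3% with the replicate block, 75% without TMM factors and 61.8% with DESeq2 with the batch covariate. The share of protein-coding genes stayed between 98.6% and 99.2% in the alternatives run. The median log2 fold change of ribosomal protein mRNAs over the IgG IP was -2.15 as reported, -2.69 without TMM factors, which also shifted the median of all genes by -0.46, and -1.15 with the length offset. The correlation of enrichment with transcript length was 0.798 as reported and between 0.749 and 0.827 in the alternatives set beforehand. The median of the interactor mRNAs was not past p = 0.05 in any alternative run, with p from 0.127 to 0.926 by permutation.

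For the 21 named genes, 418 alternative values were computed besides those leaving out a library. The direction and the side of the 0.001 limit were the same in 370, while 29 lost the limit, 9 passed it and 10 reversed in direction. Without TMM factors the log2 fold change was -0.011 over the IgG IP for grp, -0.17 over input for lok, and -0.17 for wisp and -0.48 for Atx2 over the IgG IP. With the length offset it was -0.41 over the IgG IP for wisp, -0.93 over input and -0.18 over the IgG IP for tyf, and -0.062 over input and -0.77 over the IgG IP for Atx2. For Atx2 over the IgG IP, which was 0.02 as reported, it was -0.11 in the first library batch alone and between -0.12 and 0.12 with each library left out, with -0.12, -0.04, -0.06 and -0.07 in the 4 fits in which it was negative. Of 714 values with a library left out, 664 kept direction and side, 45 lost the limit, 1 passed it and 4 reversed, all 4 for Atx2.

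A count table without the filter on summed counts could not be tried, because the deposited table holds no gene under that filter. The GC content comparison and its alternatives were not run, because no genome sequence was used here. The Dicer-2 IPs of the first batch are shallower than those of the second, which limits comparisons between batches for genes with low counts.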

Differences from the paper's values

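Of 35 values compared with the paper's, 30 are log2 fold changes of single genes that Table S1 gives, and 16 of these differed by more than the larger error, 11 over input and 5 over the IgG IP. The other 5 values are 3 counts and 2 shares, and all of these except the protein-coding share had another value here. No error was set against the counts. The paper's value first, the counts were 1749 and 1176 genes over both controls, 2886 and 1934 over input and 1836 and 1244 over the IgG IP, each lower here by less than 1.5 times. The paper gives the share of mRNAs as above 98%, and 99.2% of genes were protein-coding here. The 95% Wilson confidence interval of 98.6 to 99.6% lies above that limit. The shares on the overlap list with the Wispy studies were 62 and 70.7%. The paper's share lies outside the 95% Wilson confidence interval here (68.1 to 73.3%). That interval does not test the difference, since 1173 of the 1176 genes are in the paper's list, from which the overlap list was drawn. In each pair of log2 fold changes the paper's value comes first as well. Over input the values were 1.31 and 1.01 for grp, 1.82 and 1.55 for stg, 1.49 and 1.20 for CycA, 1.83 and 1.55 for CG8180, 1.61 and 1.32 for EDTP, 0.69 and 0.43 for lok and 1.73 and 1.46 for tyf. They were 3.48 and 3.22 for FLASH, 3.50 and 3.22 for CG42232, 3.40 and 3.16 for CG30020 and 3.18 and 2.94 for Cdc6. Over the IgG IP the paper's value and the value here were 0.65 and 0.51 for grp, 1.28 and 1.15 for stg, 0.67 and 0.54 for EDTP, 0.91 and 0.78 for lok and 1.16 and 1.03 for tyf.

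Among the alternatives set before the data were examined, DESeq2 with and without a fold change prior brought all 16 values within the error of the paper's. Without a prior it gave 1.28 for grp, 1.47 for CycA and 3.50 for FLASH over input, for example. The filterByExpr filter closed the gap over input for CG8180, FLASH, CG42232, CG30020 and Cdc6 and over the IgG IP for grp and EDTP. The replicate block closed it over the IgG IP for all 5 genes and over input for none of the 11. The first library batch alone closed it for grp and lok over the IgG IP and for EDTP over input. The second library batch alone closed it for stg and tyf in both comparisons, EDTP over the IgG IP, and CG8180 and CG42232 over input. Among the 17 fits that each left out 1 library, the gap closed over the IgG IP in 3 for grp, 4 for stg, 6 for EDTP, 1 for lok and 1 for tyf, and over input in 6 for FLASH, 8 for CG30020 and 13 for Cdc6. Library size without TMM factors and edgeR with the library batch as a covariate closed none of the 16. DESeq2 with the library batch as a covariate, chosen after the values were seen, gave the paper's value for each of the 16 to the second decimal. Over the genes of the paper's list, its median absolute difference from the paper's log2 fold changes was 0.0000 over input and 0.0000 over the IgG IP, against 0.0094 and 0.0104 for DESeq2 without the covariate, 0.0099 and 0.0106 for edgeR with DESeq2's size factors and 0.27 and 0.13 for the values reported here. With sign, the median difference was -0.27 and -0.13 for the values reported here and -0.0006 and 0.0012 for edgeR with DESeq2's size factors. For the list as a set, the gap in log2 fold change thus came mostly from the scaling between libraries, as a shift common to the genes. The 16 values were not compared singly under DESeq2's size factors in edgeR.

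The paper states a count of 1749 RNAs associated to Dicer-2, and 1176 genes were called here. DESeq2 with the library batch as a covariate, chosen after the values were seen, called 1750, with 1747 of them among the 1748 genes of the paper's list in the count table. With a prior it called 1753, 1739 of them in that list. Under DESeq2 without the covariate 1636 genes were called, 1621 of them in the paper's list, and with a prior 1639, of which 1623 were in it.

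The paper counts bcd, grp, EDTP and lok as associated to Dicer-2, and none of the 4 was called over both here. For bcd the adjusted p-value over the IgG IP was 0.00235 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The other genes were below 1.5-fold over the IgG IP, at 0.51 for grp and 0.54 for EDTP, or over input, at 0.43 for lok. All 4 were called by both forms of DESeq2 and by edgeR with DESeq2's size factors. In addition, bcd was called with the replicate block, with the batch covariate, in the second library batch alone, at an adjusted p-value limit of 0.05 and in 1 of the 17 fits that left out a library. The first library batch alone and 1 of those 17 fits called grp. A fit of only the groups compared, the replicate block, the second library batch alone and 2 of the 17 fits called EDTP. Of the alternatives chosen after the values were seen, DESeq2 with the batch covariate, with and without a prior, called all 4, and the length offset called lok.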

Other observations

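The tests of other groupings of the libraries, the matched lists for ribosomal protein mRNAs and the length offset were chosen after seeing the results. So were the count of interactor mRNAs among the most enriched genes and the thinned and filtered tests of the batch difference. The filterByExpr filter was itself set before the data were examined, and its use as a test of the batch difference was chosen after.

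Other groupings of the same libraries were made by exchanging libraries of the same number between groups, so that each side keeps 1 library of each number. For the Dicer-2 IP over the IgG IP, 1 of 32 groupings, the real one, gave as many as 1244 enriched genes, and each of the others gave 0 in either direction. At an unadjusted p under 0.05 the others gave at most 2574 genes in the direction with more genes, against 3381 in the real one, and at most 561 where 3 of the 6 pairs were exchanged. For the genes enriched over both, 1 of 64 exchanges of Dicer-2 and IgG IPs gave as many as 1176, the exchange of all 6 pairs gave 24 and each of the others gave 0, with at most 1903 genes at an unadjusted p under 0.05 in both comparisons against 2464. For the Dicer-2 IP over input, 1 of 16 groupings gave as many as 1934, a share that cannot go under 0.05 with 16, and each of the others gave 0, with at most 3147 at an unadjusted p under 0.05 in the direction with more genes, against 3804. An exchanged library also raises the spread within both groups, which lowers the number of calls by itself, so these counts of 0 say little about chance.

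Enrichment rose with transcript length. Across 7071 protein-coding genes with at least 1 CPM on average, the Spearman correlation of exon length with the log2 fold change of the Dicer-2 IP over the IgG IP was 0.798, with a permutation p of 0.0001, the smallest that 10000 permutations can give. Genes are not independent replicates. It was 0.827 over input, 0.749 for the IgG IP over input, 0.806 with the longest transcript, 0.816 among genes with at least 10 CPM and 0.799 with the replicate block, and each of these 6 correlations had the same permutation p, also after Benjamini-Hochberg adjustment. It held in 6 of 6 pairs of a Dicer-2 IP and the IgG IP of the same number, between 0.731 and 0.787. In the shortest decile of the genes (288 to 913 nt) the median log2 fold change over the IgG IP was -1.13, and in the longest decile (6256 to 71820 nt) it was 1.09. Of the 707 genes in the longest decile, 450 (63.6%) were enriched over both controls. Genes enriched over both had a median exon length of 5453 nt and other genes one of 1938 nt.

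Depth does not account for this relation, as the correlation was 0.797 with all libraries thinned to the smallest. Expression level does not either, as the median correlation within deciles of mean expression was 0.696. The lower of the correlations in the 2 library batches was 0.770, so it does not rest on 1 batch. The real grouping gave the highest correlation of the 32 groupings of Dicer-2 and IgG IPs (1 of 32). The 21 groupings that leave most of each antibody on 1 side had absolute values from 0.537 to 0.792. In the 10 groupings that exchange 3 of the 6 pairs, and so mix the antibodies evenly, they were between 0.0462 and 0.450. The enrichment in the IgG IP over input in 1 batch correlated with the enrichment in the Dicer-2 IP over the IgG IP in the other, at 0.807 for the IgG IP of the first batch and 0.674 for that of the second. Both comparisons follow length by themselves, so this correlation restates the relation with length and does not show its source. The relation cannot be told apart from a retention of long RNAs on beads that is stronger in the Dicer-2 IP, since a retention equal in both IPs would cancel between them. Binding of Dicer-2 along the length of mRNAs would also give a relation with length, and the design has no condition that separates the 2. With a length offset in each library 415 genes were still enriched over both, 241 of them among the 1176. The trend with summed exon length that the offset removes therefore does not fully explain the enrichment. A length effect that this measure misses cannot be excluded. GC content was not tested.

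Ribosomal protein mRNAs, 91 genes, had a median log2 fold change of -2.15 over the IgG IP and -3.38 over input, against 0.08 and 0.24 for all genes. All genes include those under 1 CPM. For the 7323 genes with at least 1 CPM the medians were -0.15 and -0.31, closer to the ribosomal protein mRNAs. In the comparison with the IgG IP, 89 of 91 were negative and 84 were called lower, and the median was between -1.61 and -2.75 in the 6 pairs. Relative to all genes the difference was -2.24 as reported, -2.31 without TMM factors, -2.27 with the replicate block and -1.32 with the length offset. Their short length accounts for part of it, as lists of other genes matched on length had a median of -0.95, but not for all of it. For the 85 ribosomal protein genes with at least 1 CPM the median was -2.18, 0 of 10000 lists had a median as low, and the lowest was -1.13. Nor did any list matched on length and expression level (0 of 10000), although 21 of the 85 genes had no partner there. The real grouping gave the largest difference of 32 groupings (1 of 32), and the largest of the others was 1.71. GC content and other sequence properties were not tested, so the difference cannot be told apart from them.

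A hypothesis raised by the paper's own lists was that mRNAs of the proteins that bind Dicer-2 are held in the IP through the nascent proteins. As a group they were not higher. The median log2 fold change over the IgG IP of 84 interactor genes was 0.09, against 0.26 in lists matched on expression (95% of lists between 0.02 and 0.49, two-sided p = 0.154 by permutation). With lists matched on length as well, p was 0.272, and the median did not differ from that of matched lists. In the other groupings the difference of the median from all genes with at least 1 CPM reached 0.2334 against 0.2345 in the real one, the largest of 32 (1 of 32). Of 85 interactor genes in the count table, 30 were enriched over both controls, 31 with adjustment over the list alone and 31 with the replicate block. However, 6 of the 84 genes were among the 74 genes with the largest enrichment over the IgG IP, where lists matched on expression and length held 1.84 on average, and 82 of 10000 lists held as many. This was chosen after the values were seen. Interactor genes that stand high in the paper's enrichment list over the IgG IP had raised the hypothesis, and that list comes from these same libraries. The count therefore restates the observation and is not an independent test of it, and neither are its repeats within each batch. The 6 genes are CG3679 (log2 fold change 3.64, rank 1), pnut (3.51, rank 2), CG14438 (2.88, rank 11), Su(var)2-HP2 (2.51, rank 21), mi (2.50, rank 22) and CG14712 (2.00, rank 59), and each was higher in 6 of 6 pairs. Each library batch alone also placed 6 of the 84 in this range. With the length offset 4 were in it. For 534 proteins that the paper finds over IgG but not over null embryos, 13 genes were in this range, and 2905 of 10000 matched lists held as many, so binding of the antibody to further proteins is not favoured by this test. Capture of a few mRNAs through nascent proteins may explain these 6 genes, and direct binding of their mRNAs by Dicer-2 was not separated from it.

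Of 15 genes that the paper names as targets, controls or complex members, 6 were called over both controls, 7 with adjustment over the list alone and 8 with the replicate block. The mRNAs of the complex members differed in their enrichment. Dcr-2 had a log2 fold change of 2.29 over input and 1.77 over the IgG IP, and tyf had 1.46 and 1.03. With the length offset Dcr-2 had 0.89 and 0.92 (adjusted p = 0.00291 and 0.00231 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), past the limit of 0.001 in neither, and tyf had -0.93 and -0.18. The enrichment of Dcr-2 over the IgG IP was 1.19 in the first library batch and 2.11 in the second. For wisp the values were 1.48 over input and 0.35 over the IgG IP (adjusted p = 0.0186 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and wisp was higher in the IgG IP than in input by 1.13. For Atx2 they were 1.32 and 0.02 (adjusted p = 0.956 by edgeR's quasi-likelihood test), and the IgG IP was above input by 1.30.

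The enrichment over the IgG IP differed between the library batches in 17 genes, 11 higher and 6 lower in the second batch, by a test of the interaction of antibody and batch. Low counts do not account for them, since 0 of the 17 fail the filterByExpr filter. With that filter, however, only 1 of the 17 still differed, and no other gene did, so the other 16 depend on which genes enter the fit. Depth alone does not account for them, since 182 genes differed after thinning to equal depth. Without TMM factors 45 genes differed, 7 higher and 38 lower in the second batch, so the direction depended on the normalization. With the replicate number as a block within batches 930 genes differed, 655 higher and 275 lower in the second batch. Of the 10 ways to split the 6 replicate numbers 3 against 3, only the split by batch gave as many genes (1 of 10), a share that cannot be under 0.05, and the other splits gave at most 3 genes with the block. Depth runs with the batch, and no biological explanation was tested.

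Small nucleolar RNAs were higher in the IgG IP than in the Dicer-2 IP, mostly in the first library batch. This was noticed after the values were seen. Of 52 genes with at least 1 CPM and a log2 fold change over the IgG IP under -3, 43 are snoRNA genes. The median of the 87 snoRNA genes with at least 1 CPM was -2.95 over the IgG IP, -3.87 in the first batch alone and -0.18 in the second. With the replicate block it was -1.77, and without TMM factors it was -3.49. For the IgG IP over input their median was 2.61, with 3.42 in the first batch and 0.14 in the second. The difference between the batches was not tested for this group.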
